# Gene Expression Profiling Reveals Similarities between the Spatial Architectures of Postnatal Articular and Growth Plate Cartilage

**DOI:** 10.1371/journal.pone.0103061

**Published:** 2014-07-28

**Authors:** Michael Chau, Julian C. Lui, Ellie B. M. Landman, Stephan-Stanislaw Späth, Andrea Vortkamp, Jeffrey Baron, Ola Nilsson

## Abstract

Articular and growth plate cartilage are discrete tissues but arise from a common cartilaginous condensation and have comparable spatial architectures consisting of distinct layers of chondrocytes. To investigate similarities and differences between articular and growth plate cartilage and to explore transcriptional changes that occur during the onset of their divergence, we performed manual microdissection of 10-day-old rat proximal tibias, microarray analysis, bioinformatics, and real-time PCR to compare gene expression profiles in individual cartilage layers. We found that many genes that were spatially upregulated in the intermediate/deep zone of articular cartilage were also spatially upregulated in the resting zone of growth plate cartilage (overlap greater than expected by chance, *P*<0.001). Interestingly, the superficial zone of articular cartilage showed an expression profile with similarities to both the proliferative and hypertrophic zones of growth plate cartilage (*P*<0.001 each). Additionally, significant numbers of known proliferative zone markers (3 out of 6) and hypertrophic zone markers (27 out of 126) were spatially upregulated in the superficial zone (more than expected by chance, *P*<0.001 each). In conclusion, we provide evidence that the intermediate/deep zone of articular cartilage has a gene expression profile more similar to that of the resting zone of growth plate cartilage, whereas the superficial zone has a gene expression profile more similar to those of the proliferative and hypertrophic zones. These findings suggest that the superficial zone chondrocytes of articular cartilage differentiate according to a program that is not completely different from but instead has distinct similarities to the hypertrophic differentiation program of growth plate chondrocytes. We also present functional signaling pathways implicated by differential gene expression between articular and growth plate cartilage during their initial separation by the secondary ossification center.

## Introduction

During embryonic development, mesenchymal cells of the mesoderm condense and differentiate into cartilaginous templates at future sites of endochondral bones and become interzone mesenchyme at future sites of articulating joints [1]–[3]. At the start of the fetal period, chondrocytes at the center of the cartilaginous templates stop proliferating, undergo hypertrophy, and release growth factors that attract blood vessels and bone cells, which subsequently form primary ossification centers [4]–[6]. In parallel, interzone mesenchymal cells begin to differentiate into joint capsules, synovial membranes, and ligaments at the periphery and undergo central delimitation giving rise to joint cavities [2], [7]. Around the time of birth, secondary ossification centers form in the middle of the epiphyses at the ends of long bones, compartmentalizing epiphyseal cartilage into articular cartilage peripherally and growth plate cartilage more centrally [8].

Articular and growth plate cartilage thus arise from the same pool of mesenchymal cells. Both tissues can be subdivided into three stratified zones according to chondrocyte size, shape, organization, and function. In growth plate cartilage, the resting zone is located directly beneath the secondary ossification center and contains progenitor cells that continuously renew the proliferative and hypertrophic zones [9]. The underlying proliferative zone contains chondrocytes that replicate at a high rate and line up along the long axis of the bone, forming columns of cells. Farther away from the resting zone, proliferative chondrocytes stop replicating and start enlarging to form the hypertrophic zone. Hypertrophic chondrocytes calcify the extracellular matrix and produce growth factors that attract invading bone cells and blood vessels, which remodel the newly formed cartilage into bone [10]–[12]. In articular cartilage, the superficial zone is exposed to synovial fluid in the joint cavity and contains chondrocytes that are flattened parallel to the articular surface. Cell kinetic studies have indicated that the superficial zone, analogous to the resting zone of growth plate cartilage, contains progenitor cells [13]–[15]. The underlying intermediate zone contains round chondrocytes that tend to orient perpendicular to the articular surface, and farthest from the joint cavity, the deep zone contains larger round chondrocytes that form columns of cells perpendicular to the articular surface [16]–[18]. Although the spatial organization of articular cartilage is similar to that of growth plate cartilage, the tissues have clear functional differences as well as fates and the articular chondrocyte differentiation program is less well characterized [19].

The overall aim of this study was to investigate the transcriptional similarities and differences between articular and growth plate cartilage zones as well as the transcriptional changes that occur during the initial divergence of articular and growth plate cartilage. Based on histological resemblance between growth plate and articular cartilage zones as well as studies indicating that progenitor cells may reside in the superficial zone of articular cartilage, we hypothesized that the gene expression profiles of superficial, intermediate, and deep zones of articular cartilage are similar to those of resting, proliferative, and hypertrophic zones of growth plate cartilage, respectively. Our findings show that there are significant similarities in gene expression patterns between articular and growth plate cartilage, but, in contrast to our hypothesis, demonstrates that the intermediate/deep zone is more similar to the resting zone, whereas the superficial zone is more similar to the proliferative and hypertrophic zones.

## Materials and Methods

### Animal care and handling and ethics statement

Sprague-Dawley rats (Scanbur, Sollentuna, Sweden; Harlan, Indianapolis, IN, USA) were maintained under standardized conditions. 10-day-old rats (n = 8 and n = 4 for microarray and real-time PCR, respectively) were euthanized by carbon dioxide inhalation followed by cervical dislocation. Both proximal tibial epiphyses were rapidly excised, trimmed of any remaining soft connective tissues, bisected sagittally, embedded in Tissue-Tek O.C.T. Compound (Electron Microscopy Sciences, Hatfield, PA, USA), and stored at −80°C until subsequent processing for microdissection. For *in situ* hybridization, proximal tibial epiphyses were fixed in 4% paraformaldehyde (PFA) and decalcified in a solution of 10% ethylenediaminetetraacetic acid (EDTA) and 0.5% PFA. Tissue sections were mounted on Superfrost Plus slides (Histo-Center, Gothenburg, Sweden; Histoserv, Germantown, MD, USA). All animal procedures were approved by the Animal Ethics Committee of Northern Stockholm (Permit number: N290/08) and the Animal Use and Care Committee at the National Institute of Child Health and Human Development (Animal Study Proposal number 11-052).

### Microdissection

We used 10-day-old animals because, at this age, the secondary ossification center has formed and divides the epiphysis into articular cartilage peripherally and growth plate cartilage more centrally. Manual microdissection was performed as previously described [11] with the following modifications. Sections of proximal tibial epiphyses (60 µm thick) were stained with eosin to visualize histology and dissected using a razor blade under an inverted microscope into superficial zone (SZ), intermediate/deep zone (IDZ), and resting zone (RZ) (Figure 1). *In situ* hybridization for detection of the articular cartilage SZ marker, *Prg4*, and the hypertrophic chondrocyte marker, *Col10a1*, were performed in parallel and provided additional visual guidance for microdissection to localize the superficial zone and avoid the zone of calcification in articular cartilage as well as to localize the hypertrophic zone in growth plate cartilage (Figure 1). SZ was distinguished by high cellularity, small chondrocytes elongated parallel to the articular surface, and high collagen content as determined by strong eosin staining [18], [20]. In order to minimize cross-contamination between SZ and the deeper articular cartilage zones, a layer under the SZ was discarded. In mature articular cartilage, the intermediate and deep zones are histologically distinguished based on chondrocyte size and organization [18]. In young animals, however, the transition from intermediate zone to deep zone can be morphologically indistinguishable [21], [22]. We therefore collected a combined IDZ that contained chondrocytes from both zones, which were distinguished from SZ chondrocytes by their larger size and rounder shape. RZ is located between the primary and secondary ossification centers and was distinguished by chondrocytes, singly or in pairs, that are flat and oriented in the same direction as chondrocytes in the proliferative columns.

**Figure 1:**
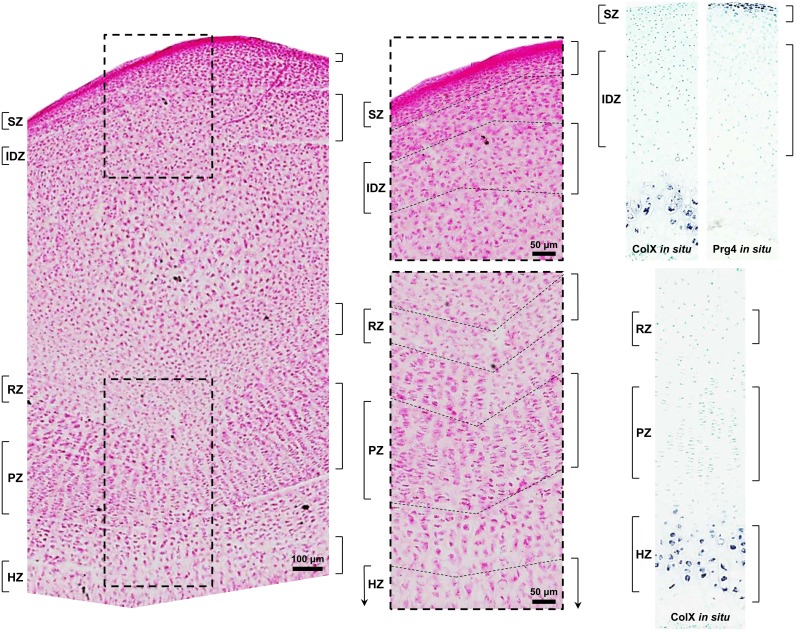
Photomicrograph of a longitudinal section of 10-day-old rat proximal tibia stained with eosin for manual microdissection. Superficial (SZ) and intermediate/deep (IDZ) zones of articular cartilage and resting (RZ), proliferative (PZ), and hypertrophic (HZ) zones of growth plate cartilage were isolated with a razor blade. To minimize cross-contamination, a segment of cartilage between zones was discarded. Higher magnification is shown in the middle panel with respective regions delineated by dashed lines. For microarray analysis, only SZ, IDZ, and RZ were used, whereas all zones were used for real-time PCR. *In situ* hybridization of the articular cartilage SZ marker, *Prg4*, and the hypertrophic chondrocyte marker, *Col10a1* (*ColX*), was used as a visual guide for manual microdissection. Hybridization was detected using NBT/BCIP substrates (purple) and tissues were counterstained with methyl green.

### *In situ* hybridization

The gene sequences for rat *Col10a1* and *Prg4* were obtained from the UCSC Genome Browser. Primers were designed using Primer Express 2.0 (Applied Biosystems, Grand Island, NY, USA) and the resulting amplicons were confirmed by NCBI Nucleotide Blast. DNA templates for riboprobe transcription were amplified by PCR using the following reagents: Platinum Taq DNA Polymerase (Invitrogen, Grand Island, NY, USA), cDNA reverse transcribed from total RNA isolated from 3-day-old rat proximal tibial epiphyses, forward primers containing a T7 promoter (5′-TAATACGACTCACTATAGGGAG-3′), and reverse primers containing an Sp6 promoter (5′-TGGATTTAGGTGACACTATAGAAG-3′). Specifically, rat *Col10a1* cDNA (3601–4002 bp of GenBank accession number XM_001053056) forward primer (5′-AAGAGATTTCAGTAAGAGGAGAACAAGG-3′) and reverse primer (5′-TCTGTCCATTCACACCAGGAG-3′) as well as rat *Prg4* cDNA (847–1220 bp and 1593–1943 bp of GenBank accession number NM_001105962) forward primer 1 (5′-TCCCAAGACTACAGCGGCA-3′), reverse primer 1 (5′-GAATGGTGAGTTCAGGCTCCTT-3′), forward primer 2 (5′-CCCCTAAGGAGCCCACATCTAC-3′), and reverse primer 2 (5′-GAGTGGTGGTACTTGCTCTTGGTT-3′) were used. PCR of DNA templates was performed with a 2720 Thermal Cycler (Applied Biosystems) using the following parameters: hold at 94°C for 5 min, followed by 30 cycles of denaturing at 94°C for 30 sec, annealing at 58°C for 30 sec, and extending at 72°C for 45 sec, followed by a final extension at 72°C for 3 min. PCR products were purified by agarose gel electrophoresis and a QIAquick gel extraction kit (Qiagen, Valencia, CA, USA). A second PCR was performed using the same parameters and the products were purified using a QIAquick PCR purification kit (Qiagen). Single stranded riboprobes were transcribed using a digoxigenin (DIG) RNA labeling kit (Roche, Indianapolis, IN, USA) incorporating a DIG-conjugated uracil every 20 to 25 nucleotides. Sp6 polymerase was used for antisense strand riboprobes and T7 polymerase was used for sense strand riboprobes. Riboprobes were purified with Micro Bio-Spin 30 Columns (Bio-Rad, Hercules, CA, USA) and quantified with a NanoDrop Spectrophotometer (Thermo Scientific, Waltham, MA, USA).

Non-radioactive DIG *in* *situ* hybridization was performed as previously described [23] with slight modifications. Briefly, tissue sections (6 µm thick) were baked at 65°C for 1 hr, deparaffinized in xylene, rehydrated through an ethanol series (100%, 100%, 95%, and 70%), and rinsed in PBS. Tissue sections were digested with proteinase K at room temperature for 30 min (100 µg/ml in PBS, pH 7.4), postfixed for 5 min (10% formalin), and acetylated for 15 min (0.25% acetic anhydride in 0.1 M triethanolamine) with each step followed by two 5 min washes in PBS. Prehybridization was carried out at 65°C for 2 hrs in hybridization solution (50% formamide, 10 mM Tris pH 7.6, 200 µg/ml Torula yeast RNA, 1X Denhardt’s solution, 10% dextran sulfate, 600 mM NaCl, 0.25% SDS, 1 mM EDTA, pH 8.0). Hybridization with DIG-labeled riboprobes (100 ng in 100 µl hybridization solution) was performed at 65°C overnight. Posthybridization was carried out by washing with 50% formamide in 1X SSC at 65°C for 30 min, digesting with RNase A (10 µg/ml in 1 M NaCl, 10 mM Tris HCl, 1 mM EDTA, pH 8) at 37°C for 30 min, and washing in SSC at increasing stringency (4X, 1X, 0.5X, and 0.2X). For detection of hybridized riboprobes, tissue sections were rinsed in MABT (0.1 M maleic acid, 0.15 M NaCl, 0.1% v/v Tween-20, pH 7.5), blocked with 1% BSA in MABT at room temperature for 30 min, incubated with alkaline phosphatase-conjugated anti-DIG antibody (Roche) in 1% BSA in MABT at room temperature for 2 hrs, and incubated with nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) substrates (Sigma-Aldrich, St. Louis, MO, USA) in NTM (100 mM NaCl, 100 mM Tris pH 9.5, 50 mM MgCl_2_) at room temperature protected from light for 1–3 hrs until a colorimetric change was detected. For mounting, tissue sections were rinsed in PBS for 5 min, fixed in 10% formalin for 20 min, counterstained with methyl green (Vector Laboratories, Burlingame, CA, USA), dehydrated in an ethanol series (70%, 95%, and 100%), cleared in xylene, and mounted with permount. Staining was visualized by scanning the slides under bright field microscopy with a ScanScope CS digital scanner (Aperio Technologies, Inc., Vista, CA, USA).

### RNA isolation

For IDZ and RZ, tissues dissected from both proximal tibias of two animals (42–66 sections) were pooled prior to RNA isolation, and both proximal tibias from a single animal (21–33 sections) were used for SZ. There were 4 samples for each cartilage zone. RNA isolation was performed as previously described [24] except that one-tenth of every volume was used. The final pellet was resuspended in 9 µl diethylpyrocarbonate (DEPC)-treated water. For each animal, 120–800 ng total RNA was extracted from each zone. The RNA integrity numbers were between 7.5 and 8.4 as assessed by a Bioanalyzer 2100 using RNA Pico Chips and version A.02.12 of the Bio Sizing software according to the manufacturer’s instructions (Agilent Biotechnologies, Inc., Palo Alto, CA, USA).

### Microarray analysis

Labeling and hybridization were performed at the Karolinska Institutet Bioinformatics and Expression Analysis core facility, Novum, Huddinge, Sweden (http://www.bea.ki.se/affymetrix/) according to standard Affymetrix protocols. Total RNA (100 ng) extracted from SZ, IDZ, and RZ (n = 4 for each zone) were processed on GeneChip Rat Gene 1.0 ST Arrays (Affymetrix Inc. Santa Clara, CA, USA). Affymetrix CEL files were imported into Partek Genomics Suite 6.6 (Partek Inc., St. Louis, MO) using robust multi-array average analysis, which adjusts for background noise on each array using only the PM probe intensities and subsequently normalizes data across all arrays using quantile normalization followed by median polish summarization to generate a single measure of expression [25], [26]. These expression measures were then log base 2 transformed and lists of spatially regulated genes were generated. A gene was considered spatially regulated if its expression in two adjacent zones differed significantly as determined by a ≥2-fold difference and a one-way ANOVA false discovery rate <0.05. The microarray data have been deposited in NCBI’s Gene Expression Omnibus [27] and are accessible through the GEO Series accession number GSE54216 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ctmhokuctvuhzyf&acc=GSE54216).

### Quantitative real-time PCR

Quantitative real-time PCR was used to confirm microarray gene expression and bioinformatics findings. For this technique, articular cartilage SZ and IDZ as well as growth plate cartilage RZ, PZ, and HZ were manually microdissected from frozen sections of proximal tibial epiphyses of 10-day-old rat (n = 4) as described in the Microdissection section. In addition, PZ chondrocytes were distinguished by the characteristic appearance of the proliferative columns and HZ chondrocytes were distinguished by their larger size. In order to minimize cross-contamination between RZ, PZ, and HZ, layers above and below the PZ were discarded (Figure 1). Total RNA (16–110 ng) was extracted as described in the RNA isolation section and reverse-transcribed into cDNA using Superscript III Reverse Transcriptase (Invitrogen) primed by random hexamers. Intron spanning primers were purchased as prepared assays containing VIC (18S rRNA)- or FAM-labeled TaqMan MGB probes (Applied Biosystems): 18S rRNA (18S-4319413E), Alpl (Rn00564931_m1), Adamts1 (Rn00577887_m1), Mmp9 (Rn00579162_m1), Mmp13 (Rn01448194_m1), Bmp3 (Rn00567346_m1), and Gdf10 (Rn00577682_m1); or designed using Primer Express 2.0 (Applied Biosystems): Prg4 forward (GCATTAACATCCATCCCATGTTT), Prg4 reverse (CCATCCACTGGCTTACCATTG), Col10a1 forward (GCAGCAGCCAGAATCCATTT), Col10a1 reverse (AAGTGCGCTCTTCACACCTGT), Prelp forward (AAGCTGGAACACCTGTACCTCAA), Prelp reverse (GGCAAATCTGGGTCCCATT), Olfml3 forward (ACATGGAACGCCGACTAGCT), Olfml3 reverse (CCGCTTCAGGATCTTCATTGA), Sfrp5 forward (CATCATCGAACATCTCTGTGCAA), and Sfrp5 reverse (CCGTTTTCCTTTTTTACTTCTTTGA). Primers for Grem1 (Rn_Grem1_1_SG) were purchased as a prepared assay (Qiagen). The designed primers were confirmed to generate a single band of the expected size by gel electrophoresis and were validated by dissociation curve analysis. All reactions were run in triplicate using TaqMan Universal PCR Master Mix or SYBR Green Master Mix (Applied Biosystems) with the ViiA7 Real-Time PCR System (Applied Biosystems) set at the following thermal cycling condition: one cycle at 50°C for 2 min and 95°C for 10 min, followed by 40 cycles of 15 s at 95°C and 1 min at 60°C. In order to account for variability in the initial concentration and quality of total RNA, the relative amounts of transcripts were normalized to the housekeeping gene 18S ribosomal RNA. Relative expression was calculated by the delta-delta C_T_ method using the formula: Relative Expression_i_ = 2^–(CT,i – CT,18S)^×10^6^, where i represents the gene of interest and C_T_ represents the threshold cycle. Relative expression values were multiplied by 10^6^ to produce more convenient numbers.

### Bioinformatics and statistical analysis

Comparison of microarray gene expression levels was performed by one-way ANOVA using log base 2 transformed relative expression data (Partek Genomics Suite 6.6). All *P*-values were two-tailed and significance was recognized at a *P*-value corresponding to a false discovery rate <0.05. Principal components analysis on all genes followed by unsupervised hierarchical cluster analysis and heat map visualization on genes differentially expressed between SZ and IDZ were used to assess whether the gene expression profile of SZ or IDZ of articular cartilage is more similar to that of growth plate cartilage RZ (Partek Genomics Suite 6.6). To compare spatial gene expression of articular cartilage to all three zones of growth plate cartilage, we combined the current microarray dataset with our previously published microarray dataset of resting (RZ), proliferative (PZ), and hypertrophic (HZ) zones of growth plate cartilage from 7-day-old Sprague-Dawley rats [11], [28]. For this analysis, we assumed that gene expression patterns of individual growth plate cartilage zones in 7- and 10-day old rats are similar since the morphology and organization of individual zones are similar and we have previously shown that the genes that change with zone are mostly different from those that change with age [28]. We identified 12,593 genes that were present on both microarray platforms (Microsoft Excel 2010). To avoid selection bias, all possible comparisons between the spatially upregulated genes of growth plate cartilage zones were made with those of articular cartilage zones. The probability of overlapping genes occurring by chance between zones across microarray datasets was determined using Pearson’s chi-square test and correction for multiple comparisons was performed using the Holm-Sidak method (SigmaPlot 10). Finally, expression levels of known growth plate cartilage zonal markers [28] were assessed in SZ and IDZ of articular cartilage. Of the published markers, 37 RZ, 6 PZ, and 126 HZ markers were present on the current microarray platform, and the significance of their overlaps with spatially upregulated genes in SZ and IDZ were determined using Pearson’s chi-square test (SigmaPlot 10). For real-time PCR data, statistical analysis was performed on log base 2 transformed relative expression data using repeated measures ANOVA to assure significant differences in means between zones followed by paired t-test to make the predetermined comparisons of SZ to IDZ, RZ to PZ, PZ to HZ, and RZ to HZ (SigmaPlot 10). All *P*-values were two-tailed and significance was recognized at *P*<0.05.

## Results

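The arrays behind the comparison of zones were 12 Affymetrix Rat Gene 1.0 ST arrays, 4 for the superficial zone (SZ) and 4 for the intermediate/deep zone (IDZ) of articular cartilage and 4 for the resting zone (RZ) of growth plate cartilage, each from a separate RNA sample of 10-day-old Sprague-Dawley rats. Each SZ sample held the dissected tissue of both proximal tibias of 1 animal, and each IDZ and RZ sample pooled the tissue of 2 animals. By the sample labels, IDZ and RZ samples of the same number came from the same pair of animals, and the SZ samples came from 4 of the same 8 animals. The authors adjusted the background, quantile normalized and summarized the probe intensities by robust multi-array average in Partek Genomics Suite 6.6, and the values are on a log2 scale.

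The values cover 27342 transcript clusters, of which 15068 carry 1 gene symbol, 323 carry several and 11951 carry none. The clusters with 1 symbol stand for 14300 genes, and a gene with more than 1 cluster (495 genes) was represented by its brightest cluster. The median over clusters lay between 6.76 and 6.90 on the 12 arrays. SZ replicate 4 had the highest median and the narrowest interquartile range, 2.24, and SZ replicate 2 the widest, 2.91. Each zone was given its own mean in limma, p was adjusted by the Benjamini-Hochberg method over all clusters, and a gene was counted as higher in a zone at an adjusted p under 0.05 and a difference of at least 2-fold, the thresholds of the paper.

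The number of arrays limits the precision. In values simulated with the spread of each cluster, 44 of 50 clusters shifted 2-fold between SZ and IDZ passed an adjusted p under 0.05, and 7 unshifted clusters did. The 2-fold minimum of the gene counts was not part of this test.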

To compare transcriptional patterns between articular and growth plate cartilage, we microdissected rat proximal tibial epiphyses and collected the superficial and intermediate/deep zones from articular cartilage and the resting zone from growth plate cartilage. We then used bioinformatic approaches to define gene expression similarities and differences between articular and growth plate cartilage zones. In addition, we combined these data with our previous expression data from individual zones of growth plate cartilage to further study the similarities and differences in gene expression between articular and growth plate cartilage. We also confirmed 12 selected genes from our microarray and bioinformatic analyses by microdissecting articular and growth plate cartilage from a new set of animals and assessing gene expression by real-time PCR. Lastly, we performed Ingenuity Pathways Analysis (Ingenuity Systems, www.ingenuity.com) on overlapping gene expression between articular and growth plate cartilage zones as well as on differential gene expression in articular versus growth plate cartilage during their initial separation by the secondary ossification center.

### The intermediate/deep zone, not the superficial zone, of articular cartilage shows transcriptional similarities to the resting zone of growth plate cartilage

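Prg4, which encodes the lubricin of the joint surface, was expressed at 12.78 ± 0.19 on the log2 scale (SD, n = 4 arrays) in SZ, at 10.31 ± 0.97 (n = 4) in IDZ and at 5.68 ± 0.50 (n = 4) in RZ. In a principal components analysis of all clusters scaled to unit variance, components 1, 2 and 3 held 32.1, 24.6 and 11.7% of the variance, 68.3% together. In the space of these 3 components the nearest other array came from the same zone for 11 of the 12 arrays, among them all IDZ and RZ arrays. The exception was SZ replicate 4, whose nearest array was IDZ replicate 1 at a distance of 233.9 (in units of the component scores).

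The 4 SZ arrays lay 199.0 apart on average, against 43.0 for the IDZ arrays and 58.0 for the RZ arrays. The centres of the zones were 186.7 (SZ to IDZ), 139.8 (IDZ to RZ) and 179.8 (SZ to RZ) apart. The spread of the SZ arrays rested on SZ replicate 4, without which the others lay 88.3 apart. Unscaled, the SZ arrays lay 47.8 apart and the centres of SZ and IDZ 73.4, and without dim clusters 135.9 and 148.5. Without the scaling to unit variance, and by Euclidean distance over all clusters, the nearest array came from the same zone for 12 of 12 arrays.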

We first compared superficial (SZ), intermediate/deep (IDZ), and resting (RZ) zones using principal components analysis and found that the samples of each individual zone grouped together, thus validating the accuracy of our manual microdissection (Figure 2a). In contrast to our hypothesis, this analysis indicated that RZ of growth plate cartilage was more similar to IDZ than SZ of articular cartilage as determined by closer proximity of respective spheres (Figure 2a). 

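RZ resembled IDZ more than SZ over all transcript clusters. The Euclidean distance between arrays on the log2 scale was 92.5 on average between RZ and SZ and 55.2 between RZ and IDZ. SZ and IDZ, both articular, were 85.8 apart. Arrays of one zone were 59.9 (SZ), 35.7 (IDZ) and 37.4 (RZ) apart, so the distance of RZ to IDZ was above the spread within either zone.

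The mean distance of an RZ array to the 4 SZ arrays minus that to the 4 IDZ arrays was 37.2 (4 RZ arrays, 4 of 4 nearer IDZ). In a two-sided exact permutation test over the 70 assignments of the 8 articular arrays to SZ and IDZ, p = 0.0286, the smallest p that 4 arrays against 4 allow. From the closer position of RZ to IDZ than to SZ in the principal components analysis, the paper reasons that RZ was more similar to IDZ than to SZ, in contrast to its hypothesis.

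**Figure D1:**
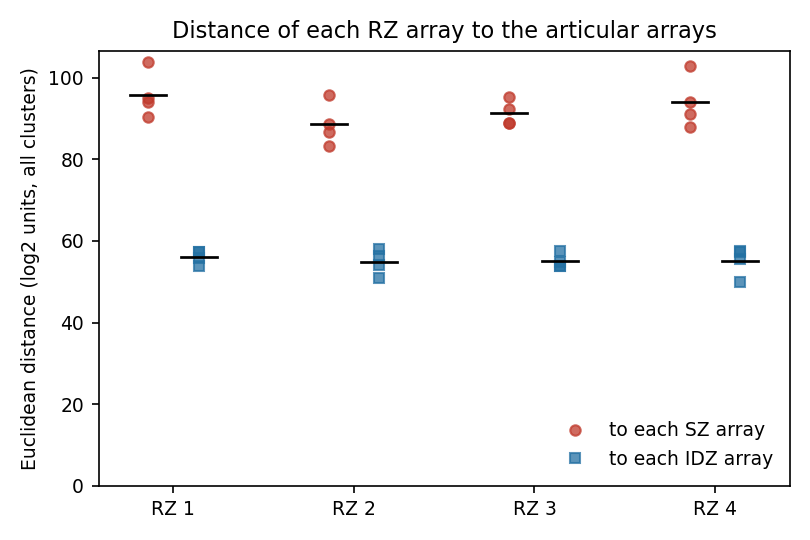
Euclidean distance on the log2 scale over all transcript clusters (y axis) from each of the 4 RZ arrays (x axis) to each of the 4 SZ arrays (red circles) and each of the 4 IDZ arrays (blue squares), with black bars at the means. The means to SZ lie between 88.6 and 95.9 and those to IDZ between 54.8 and 56.1.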

We then used unsupervised hierarchical cluster analysis to compare zonal expression of genes differentially expressed between SZ and IDZ (≥2-fold, false discovery rate <0.05, Table 1 and Table S1 in File S1) and found that the RZ samples cluster more closely with the IDZ samples than with the SZ samples (Figure 2b), thus again indicating that the gene expression profile of articular cartilage IDZ, not SZ, is more similar to that of growth plate cartilage RZ. 

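At the paper's thresholds, more genes were higher in SZ than in IDZ than the reverse. Of 14300 genes, 653 were higher in SZ and 145 were higher in IDZ. Those over 4-fold numbered 152 in SZ and 19 in IDZ. The balance depended on the minimum fold, without which 2430 were higher in SZ and 1367 in IDZ.

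The 12 arrays were clustered on the z-scores of these genes with average linkage and Euclidean distance, since the paper's text names neither. RZ joined IDZ at 0.356 of the height at which SZ joined both, and the top split parted the 4 SZ arrays from the 8 others. As the genes were chosen because they differ between SZ and IDZ, this split is partly set by that choice. On all transcript clusters the ratio was 0.753, and the top split no longer parted SZ from the rest.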

Next, we visualized the expression of the same differentially expressed genes in RZ using heat map visualization. Genes that were upregulated in IDZ compared to SZ tended to be highly expressed in RZ, whereas genes that were upregulated in SZ compared to IDZ tended to be expressed at lower levels in RZ (Figure 2b).

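In RZ, most genes that differ between SZ and IDZ stood nearer their IDZ level. Of the genes higher in IDZ than SZ, 126 of 145 (86.9%) had an RZ mean nearer the IDZ mean, and 84.1 to 88.3% did on single RZ arrays. Of the genes higher in SZ, 615 of 653 (94.2%) did, and 91.9 to 94.6% on single RZ arrays. The fibrous matrix gene asporin (Aspn) was 5.69 log2 units lower in RZ than in SZ (standard error 0.31, adjusted p = 3.7e-09), and dermatopontin (Dpt) was 5.39 lower.

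Compared with each other, SZ and RZ differed by 703 genes higher in SZ and 250 higher in RZ, 231 and 35 of them over 4-fold. Prg4 led those higher in SZ at 7.09 (standard error 0.36, adjusted p = 1.7e-09), followed after Aspn by periostin (Postn, 5.56) and the fibroblast protease Fap (5.46). Higher in RZ were Cntn1 (3.82), Bmp3 (3.74), Efemp1 (3.70), Ctxn3 (3.65) and Sfrp5 (3.65), which encode a neural adhesion molecule, a BMP antagonist, a fibulin, cortexin 3 and a Wnt antagonist.

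Across genes, the difference IDZ minus SZ correlated with RZ minus SZ at r = 0.863 (genes are not independent replicates). Both differences use the same SZ arrays, which alone gave r = 0.499 in simulated unchanged zones. With the SZ arrays split between the differences, r averaged 0.762 and the covariance averaged 0.235. With the SZ arrays shared, the covariance was 0.253 against 0.0095 simulated. Both comparisons, which share these SZ arrays, called 96 genes lower in SZ and 540 higher in SZ. Sharing the arrays favours such joint calls, and the counts were not simulated for unchanged zones, so they show no likeness by themselves.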

**Figure 2:**
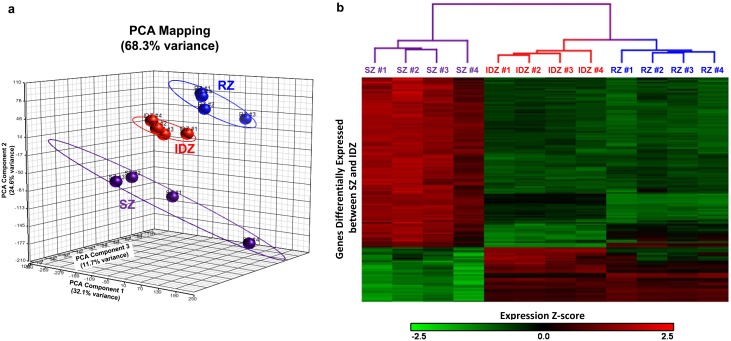
Bioinformatic comparison of articular and growth plate cartilage zones. Bioinformatics was performed on microarray gene expression of SZ and IDZ of articular cartilage and RZ of growth plate cartilage. (**a**) Principal components analysis scatter plot in three dimensions retaining 68.3% of original sample variation. (**b**) Dendrogram following unsupervised hierarchical cluster analysis organizing samples by similarity and heat map visualization of gene expression using only genes differentially expressed between SZ and IDZ. Red corresponds to higher gene expression levels represented by z-score. SZ, superficial zone; IDZ, intermediate/deep zone; RZ, resting zone.

**Table 1:** Top differentially expressed genes between superficial and intermediate/deep zones of articular cartilage.

Gene Symbol	Superficial ZoneRaw Signal	Intermediate/DeepZone Raw Signal	Fold-Change		*P*-value
*Tnmd*	940	39	24	Up in SZ	8.66E-10
*Aspn*	3164	131	24	Up in SZ	9.13E-07
*Kera*	1100	54	20	Up in SZ	7.61E-09
*Rgs5*	3077	206	15	Up in SZ	2.03E-07
*Cd34*	2308	157	15	Up in SZ	6.85E-07
*Tppp3*	2303	158	15	Up in SZ	5.20E-08
*Igf1*	2789	211	13	Up in SZ	2.96E-07
*Dpt*	2086	171	12	Up in SZ	1.14E-06
*Cd55*	714	61	12	Up in SZ	8.32E-06
*Thbs4*	2187	198	11	Up in SZ	1.08E-08
*Olr63*	1202	109	11	Up in SZ	3.44E-09
*Dkk3*	1548	141	11	Up in SZ	2.13E-07
*Olfml1*	444	46	10	Up in SZ	7.18E-08
*Egfl6*	597	63	10	Up in SZ	3.55E-07
*Fndc1*	2475	264	9	Up in SZ	1.10E-07
*Gpr116*	555	59	9	Up in SZ	8.66E-08
*Ednrb*	559	60	9	Up in SZ	1.20E-08
*Sepp1*	1252	137	9	Up in SZ	5.30E-08
*Tinagl1*	1029	115	9	Up in SZ	2.67E-06
*Lgi1*	220	25	9	Up in SZ	1.40E-05
*Art3*	77	669	9	Up in IDZ	1.09E-10
*Moxd1*	171	1200	7	Up in IDZ	8.96E-08
*Efemp1*	133	912	7	Up in IDZ	7.88E-10
*Epyc*	291	1964	7	Up in IDZ	2.88E-05
*Ctxn3*	120	796	7	Up in IDZ	1.18E-08
*Rspo3*	212	1344	6	Up in IDZ	8.29E-09
*Cntn1*	129	721	6	Up in IDZ	1.26E-07
*Fam151a*	87	466	5	Up in IDZ	4.82E-09
*Grem1*	217	1100	5	Up in IDZ	3.13E-06
*Bmp3*	186	919	5	Up in IDZ	1.27E-06
*Car12*	129	625	5	Up in IDZ	7.01E-08
*A2m*	151	720	5	Up in IDZ	2.73E-07
*Unc5c*	269	1264	5	Up in IDZ	1.99E-07
LOC685203	156	716	5	Up in IDZ	4.84E-05
*Sfrp1*	189	853	5	Up in IDZ	1.04E-05
*Ninj2*	183	794	4	Up in IDZ	1.28E-05
*Lrrn3*	96	404	4	Up in IDZ	1.22E-05
*A1i3*	102	416	4	Up in IDZ	4.68E-06
*Fras1*	61	243	4	Up in IDZ	9.34E-09
*Pla2g5*	213	855	4	Up in IDZ	3.42E-07

*SZ, superficial zone; IDZ, intermediate/deep zone.

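SZ stood out from IDZ by genes of tendon and fibrous tissue and of blood vessels. Vessel or soft tissue dissected along with SZ may contribute to these differences. Macrophage genes were also called toward SZ and cartilage matrix genes toward IDZ. As lists, camera called them only with its preset correlation, while fry called both (adjusted p = 5.4e-05 and 3.2e-06). Tenomodulin (Tnmd), a tendon gene, was higher in SZ by 4.60 (standard error 0.16, adjusted p = 2.5e-10) on the log2 scale, and Aspn, a small proteoglycan of collagen fibres, by 4.60 (standard error 0.31, adjusted p = 7.1e-08). The next genes by size of the difference were the keratocan gene Kera (4.36), Rgs5 (3.90), Cd34 (3.88), Tppp3 (3.86), Igf1 (3.72), Dpt (3.61), Cd55 (3.55) and Or51e1 (3.46), the paper's Olr63, given with their log2 differences. Higher in IDZ were Art3, an ADP-ribosyltransferase gene, by 3.12 (standard error 0.10, adjusted p = 2.5e-10), and Moxd1 (2.81), the cartilage proteoglycan gene Epyc (2.75), Ctxn3 (2.73), the Wnt agonist gene Rspo3 (2.67), Cntn1 (2.48) and Fam151a (2.43).

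Of 26 fibrous connective tissue genes, 23 were higher in SZ and none in IDZ at an adjusted p under 0.05 without a minimum fold (23 and 0 when adjusted over the list alone), with a median of 1.34. Beside Aspn and Dpt they include Col5a2 (2.30) and Mfap5 (2.25), and the list as a whole moved against other genes (camera, adjusted p = 4.3e-17). Aspn, Dpt and Col5a2 are in the paper's tables from these arrays, so this test is not fully independent evidence. Of 11 tendon and ligament genes, 7 were higher in SZ and none in IDZ (8 and 0 adjusted over the list alone), among them Egr1 (2.24) and Igfbp6 (1.81) (camera, adjusted p = 2.8e-07). Of 24 cartilage matrix and chondrocyte identity genes, 21 were higher in IDZ and none in SZ (22 and 2 adjusted over the list alone), among them Snorc (1.41), Chst11 (1.34) and the matrilin gene Matn3 (1.32), with a median of 0.89 (camera, adjusted p = 1.3e-15, but adjusted p = 0.088 with an estimated correlation). Of 19 superficial zone and joint surface genes, 10 were higher in SZ and 1 in IDZ (11 and 2 adjusted over the list alone), among them Cav1 (3.05), Cd44 (2.27) and Creb5 (2.20) (camera, adjusted p = 3.6e-05, but adjusted p = 0.086 with an estimated correlation).

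Markers of other cell types moved with these genes. Tissue dissected along with SZ was not excluded as their source. The endothelial and pericyte genes ranged over 0.38 on the SZ arrays, at percentile 99.7 of random lists of like level. Of 19 endothelial genes, 17 were higher in SZ and none in IDZ (17 and 0 adjusted over the list alone; camera, adjusted p = 6.8e-17), among them Cd34, Emcn (2.86), Aplnr (2.85) and Plvap (2.62). Of 14 genes of pericytes and smooth muscle, 11 were higher in SZ and 2 in IDZ (11 and 2 adjusted over the list alone; camera, adjusted p = 9.3e-09), among them Rgs5, Notch3 (2.77) and Mcam (2.52). Of 27 macrophage and myeloid genes, 24 were higher in SZ and none in IDZ (24 and 0 adjusted over the list alone), among them Ctss (2.71), Mrc1 (2.68), Csf1r (2.43) and Lyz2 (2.36) (camera, adjusted p = 1.9e-16, but adjusted p = 0.12 with an estimated correlation). Tested against a 2-fold difference (treat), Snorc, Chst11, Matn3 and Lyz2 no longer passed. Of the 737 clusters that the signals of Table S1 identify as up in SZ and the 212 up in IDZ, 737 and 212 passed here in the same direction.

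**Figure D2:**
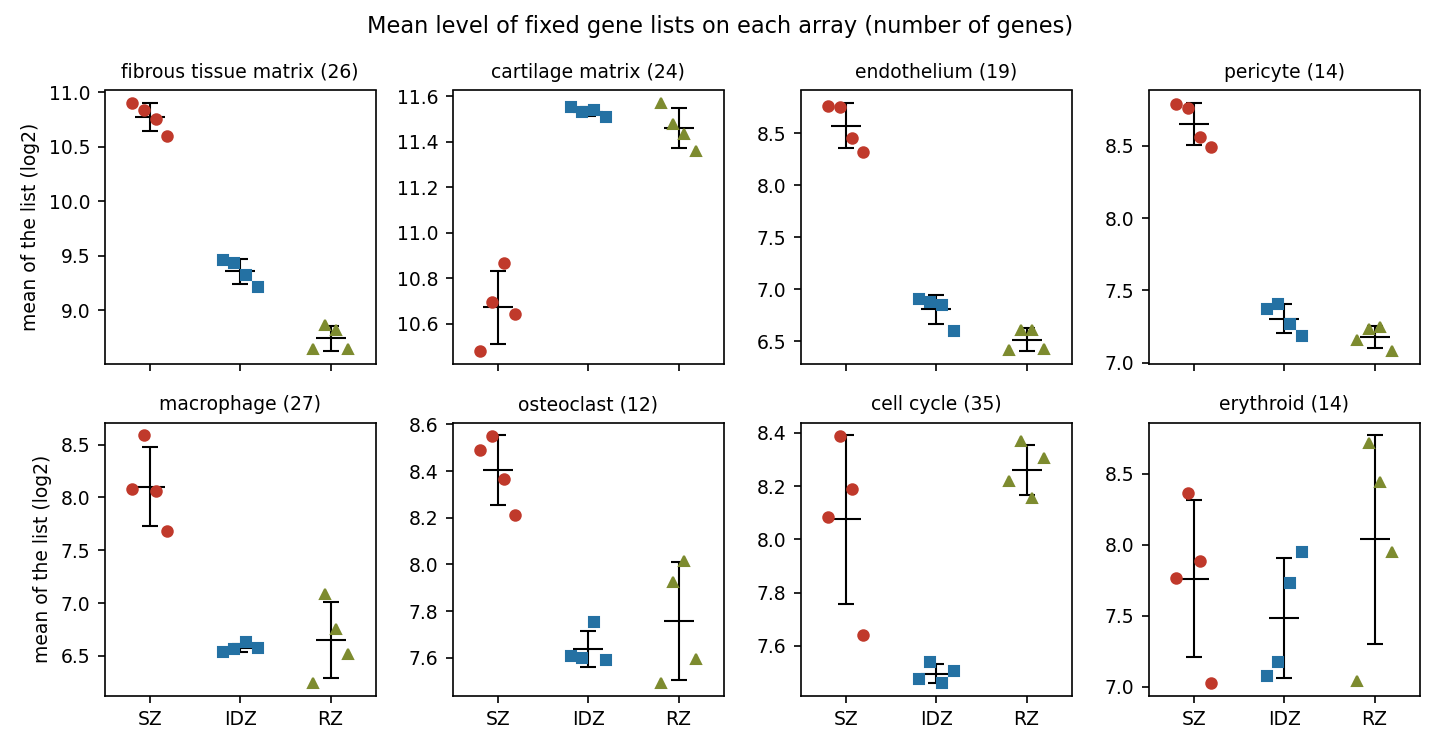
Mean log2 expression of the genes of 8 lists (y axis; number of genes in brackets) on each of the 4 SZ (red circles), 4 IDZ (blue squares) and 4 RZ arrays (green triangles), with zone means and SDs in black. The endothelial genes average 8.32 to 8.76 on the SZ arrays and 6.59 to 6.90 on the IDZ arrays, and the cartilage matrix genes 10.48 to 10.87 and 11.51 to 11.55.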

### The transition from intermediate/deep zone to superficial zone exhibits transcriptional similarities with the growth plate chondrocyte differentiation program

We next compared gene expression changes between SZ and IDZ of the current study that used 10-day-old rat proximal tibias with those occurring between growth plate cartilage resting (RZ), proliferative (PZ), and hypertrophic (HZ) zones from a previous microarray dataset using proximal tibial epiphyses of 7-day-old rats [11], [25]. Since the current articular zonal expression data were generated on a different microarray platform (Rat Gene 1.0 ST) than the previous growth plate cartilage expression data (Rat Genome 230 2.0), expression levels could not be directly compared between articular and growth plate cartilage zones. Instead, we used Pearson’s chi-square tests to assess whether the overlaps of spatially upregulated genes between articular and growth plate cartilage zones were significant or not. All possible comparisons between spatially regulated genes of growth plate cartilage zones were made with those of articular cartilage zones. First, focusing on SZ, we found that many genes that were expressed at higher levels in SZ versus IDZ of articular cartilage were also expressed at higher levels in PZ versus RZ, HZ versus RZ, and HZ versus PZ of growth plate cartilage (overlaps greater than expected by chance, *P*<0.001 each, Figure 3c, 3e, and 3f, respectively). Conversely, the genes that were upregulated in SZ versus IDZ were not overrepresented among the genes upregulated in RZ versus PZ (N.S., Figure 3a), RZ versus HZ, and PZ versus HZ (overlaps less than expected by chance, *P*<0.001, Figure 3b and 3d, respectively). These findings show that the gene expression profile of articular cartilage SZ is more similar to growth plate cartilage PZ and HZ than to RZ, suggesting that the transition from IDZ to SZ has transcriptional similarities with the growth plate chondrocyte differentiation program. Next focusing on IDZ, we found that a significant number of genes that were spatially upregulated in IDZ versus SZ were also upregulated in RZ versus PZ, RZ versus HZ, and PZ versus HZ (overlaps greater than expected by chance, *P*<0.001 each, Figure 3g, 3h, 3j, respectively). Conversely, genes that were upregulated in IDZ versus SZ were not enriched in PZ versus RZ or HZ versus RZ (N.S. each, Figure 3i and 3k, respectively). These findings show that the gene expression profile of articular cartilage IDZ has closer resemblance to growth plate cartilage RZ and PZ than to HZ, suggesting again that the transition from IDZ to SZ has transcriptional similarities with the growth plate chondrocyte differentiation program. Interestingly, there was also a significant overlap of spatially upregulated genes between IDZ versus SZ and HZ versus PZ (overlap more than expected by chance, *P*<0.001, Figure 3l). This overlap thus identified genes that were enriched during hypertrophic differentiation of growth plate cartilage but downregulated in the transition from IDZ to SZ of articular cartilage. Ingenuity Pathways Analysis on the spatially upregulated genes that overlap significantly between articular and growth plate cartilage zones (Figure 4) implicated biologically relevant pathways in articular cartilage SZ and growth plate cartilage HZ as well as in articular cartilage IDZ and growth plate cartilage RZ (Table 2 and Table S2 in File S1).

**Figure 3:**
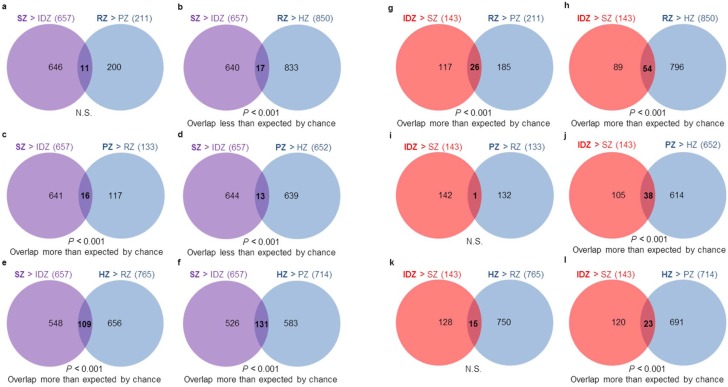
Number of spatially upregulated genes that overlap between articular and growth plate cartilage zones. Pearson’s chi-square test was used to determine whether an overlap is statistically significant. Significance indicates that an overlap is more or less than expected by chance, whereas non-significance indicates that an overlap is what would be expected by chance. Based on overlaps, SZ is more similar to HZ than other growth plate cartilage zones (**b, d–f**) and more similar to PZ than RZ (**a, c**), whereas IDZ is more similar to RZ than other growth plate cartilage zones (**g–i, k**) and has similarities to both PZ and HZ (**j, l**). SZ, superficial zone; IDZ, intermediate/deep zone; RZ, resting zone; PZ, proliferative zone; HZ, hypertrophic zone; N.S., not significant.

**Figure 4:**
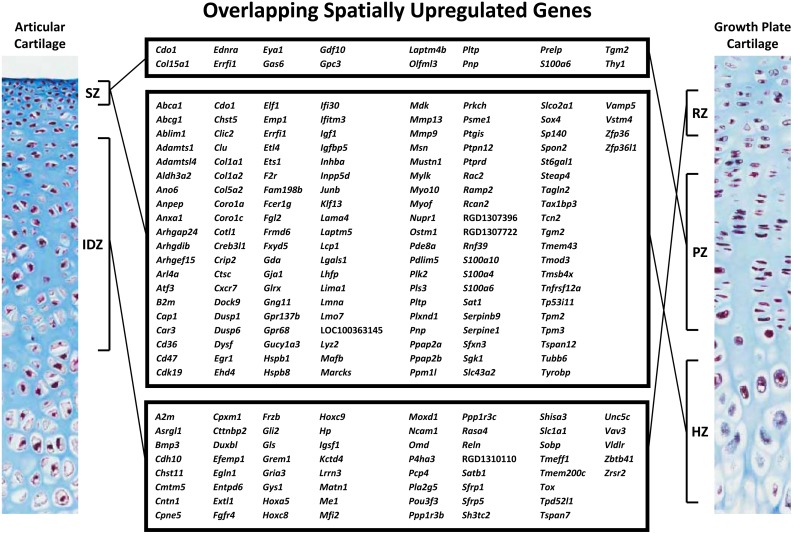
Spatially upregulated genes that overlap between articular and growth plate cartilage zones. SZ, superficial zone; IDZ, intermediate/deep zone; RZ, resting zone; PZ, proliferative zone; HZ, hypertrophic zone. Left and right panels are photomicrographs of 10-day-old rat articular and growth plate cartilage, respectively, stained with Masson’s Trichrome. Colors: black, nuclei; blue, collagen; red, cytoplasm.

**Table 2:** Top signaling pathways implicated by spatially upregulated genes that overlap between superficial and hypertrophic zones as well as intermediate/deep and resting zones.

Zones	Name	Ratio	*P*-value	Regulated Genes
SZ and HZ	Inhibition of Angiogenesisby TSP1	4/31 (13%)	1.58E-04	*CD47,GUCY1A3,CD36,MMP9*
	Hepatic Fibrosis/HepaticStellate Cell Activation	7/133 (5%)	1.70E-04	*COL1A2,COL1A1,IGF1,MMP13,* *IGFBP5,SERPINE1,MMP9*
	Atherosclerosis Signaling	6/111 (5%)	3.55E-04	*COL1A2,COL1A1,CD36,MMP13,* *MMP9, TNFRSF12A*
	Axonal Guidance Signaling	11/406 (3%)	7.41E-04	*RAC2,GNG11,TUBB6,IGF1,ADAMTS1,* *ARHGEF1,MMP13,PRKCH,* *PLXND1,ABLIM1,MMP9*
	ERK/MAPK Signaling	7/179 (4%)	9.55E-04	*ETS1,RAC2,DUSP1,DUSP6,* *PPM1L,HSPB1,ELF1*
	Natural Killer Cell Signaling	5/93 (5%)	1.45E-03	*RAC2,TYROBP,FCER1G,PRKCH,* *INPP5D*
	LXR/RXR Activation	5/107 (5%)	2.29E-03	*CD36,ABCG1,PLTP,MMP9,* *ABCA1*
	Guanosine NucleotidesDegradation III	2/12 (17%)	4.90E-03	*GDA,PNP*
	Xanthine and Xanthosine Salvage	1/1 (100%)	8.91E-03	*PNP*
	Dendritic Cell Maturation	5/155 (3%)	9.77E-03	*B2M,COL1A2,COL1A1,TYROBP,* *FCER1G*
IDZ and RZ	Glutamate Receptor Signaling	3/59 (5%)	8.71E-04	*GLS,SLC1A1,GRIA3*
	Role of Osteoblasts,Osteoclasts and Chondrocytesin Rheumatoid Arthritis	4/215 (2%)	6.03E-03	*FRZB,BMP3,SFRP5,SFRP1*
	Asparagine Degradation I	1/2 (50%)	6.92E-03	*ASRGL1*
	Glutamine Degradation I	1/2 (50%)	6.92E-03	*GLS*
	Heparan SulfateBiosynthesis (Late Stages)	2/43 (5%)	9.77E-03	*CHST11,EXTL1*
	Heparan SulfateBiosynthesis	2/50 (4%)	1.32E-02	*CHST11,EXTL1*
	Glycogen Biosynthesis II(from UDP-D-Glucose)	1/5 (20%)	1.74E-02	*GYS1*
	Wnt/β-cateninSignaling	3/158 (2%)	1.78E-02	*FRZB,SFRP5,SFRP1*
	Basal Cell CarcinomaSignaling	2/66 (3%)	2.14E-02	*GLI2,BMP3*
	BMP signaling pathway	2/74 (3%)	2.63E-02	*BMP3,GREM1*

*SZ, superficial zone; IDZ, intermediate/deep zone; RZ, resting zone; HZ, hypertrophic zone.

We subsequently assessed expression levels of known growth plate cartilage zonal gene markers [28] in SZ and IDZ of articular cartilage. Similar to the previous patterns, resting zone markers were significantly overrepresented (9 out of 37) in the list of genes upregulated in IDZ compared to SZ (more than expected by chance, *P*<0.001, Table 3). 

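All 9 resting zone markers that Table 3 lists as up in IDZ passed here, by 3.32- to 6.84-fold. Efemp1, a fibulin gene, was higher in IDZ than SZ by 2.77 (standard error 0.11, adjusted p = 1.5e-09) on the log2 scale. Gremlin (Grem1) and Bmp3, both BMP antagonists, were higher by 2.34 (standard error 0.19, adjusted p = 4.7e-07) and 2.30 (standard error 0.17, adjusted p = 2.0e-07), and the leucine-rich repeat gene Lrrn3 by 2.08 (standard error 0.20, adjusted p = 2.3e-06). The table chose these genes on these arrays, so their direction is not independent evidence.

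In a list of 12 genes of the resting zone and of chondroprogenitors fixed beforehand, which shares Efemp1, Grem1, Bmp3, Sfrp5 and Ptn with the table, 7 were higher in IDZ and 2 in SZ at an adjusted p under 0.05 (8 and 3 adjusted over the list alone). The list moved toward IDZ (camera, adjusted p = 0.0018), a call lost with an estimated correlation (adjusted p = 0.12). Its members with the largest differences were Efemp1, Grem1 and Bmp3, and the Wnt inhibitor gene Wif1, which was higher in SZ by 2.17.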

Interestingly, there was also a significant overrepresentation of resting zone markers (5 out of 37) in the list of genes upregulated in SZ compared to IDZ (more than expected by chance, *P*<0.001, Table 3). 

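Of the 5 resting zone markers that Table 3 lists as up in SZ, the 3 that a cluster with 1 gene symbol stands for passed, from 2.11- to 4.21-fold. Pleiotrophin (Ptn), a secreted growth factor, was higher in SZ than IDZ by 2.08 (standard error 0.13, adjusted p = 3.1e-08) on the log2 scale. The collagen XIV gene Col14a1, whose product sits on fibril surfaces, was higher by 1.88 (standard error 0.08, adjusted p = 2.5e-09). In RZ, Ptn was 2.51 and Col14a1 3.03 log2 units below SZ. Hhip and RGD1562717 have no cluster with that symbol alone, but the clusters that the signals of Table S1 identify for them passed toward SZ.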

A significant proportion of proliferative zone markers (3 out of 6) were found to be significantly upregulated in SZ compared to IDZ (more than expected by chance, *P*<0.001, Table 3), whereas none were upregulated in IDZ compared to SZ (N.S., Table 3). Also similar to the previous patterns, 27 out of 126 hypertrophic zone markers were upregulated in SZ compared to IDZ (more than expected by chance, *P*<0.001, Table 3), whereas only 3 of 126 were upregulated in IDZ compared to SZ (N.S., Table 3). These findings indicate that both SZ and IDZ have transcriptional similarities with RZ, but that only SZ has a transcriptional profile similar to PZ and HZ.

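The 3 proliferative zone markers of Table 3 were higher in SZ than IDZ. Gdf10, a BMP3-like ligand gene, differed by 1.39 (standard error 0.18, adjusted p = 3.2e-05) on the log2 scale, the olfactomedin-like gene Olfml3 by 1.35 (standard error 0.10, adjusted p = 1.2e-07), and the proteoglycan gene Prelp by 1.32 (standard error 0.11, adjusted p = 3.5e-07). In RZ, Prelp was 1.72 and Gdf10 0.92 above IDZ, the latter at less than 2-fold. The table chose these markers on the same arrays, and none of the 3 passed a test against a 2-fold difference (treat).

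Of 35 cell cycle genes, 21 were higher in SZ and none in IDZ at an adjusted p under 0.05 (25 and 0 adjusted over the list alone), with a median of 0.55. They include the cyclin D1 gene Ccnd1 (1.62), the DNA clamp gene Pcna (1.17), the ribonucleotide reductase gene Rrm2 (1.02) and the thymidylate synthase gene Tyms (1.01). Pcna, Rrm2 and Tyms did not pass against a 2-fold difference either. Rrm2 and Tyms fell below 2-fold after another quantile normalization (0.97 and 0.97) or without single arrays. Rrm2 was 0.90 without SZ replicate 2, and Tyms was 0.94 without SZ replicate 1. With a random replicate block by animals, Tyms also fell below 2-fold (0.998). The list moved toward SZ (camera, adjusted p = 3.7e-09), a call lost with an estimated correlation (adjusted p = 0.29). Its mean was 7.64 to 8.39 on the SZ arrays, highest on SZ replicate 2 and lowest on SZ replicate 4 as were the means of the macrophage and erythroid lists, 7.46 to 7.54 on the IDZ arrays and 8.16 to 8.37 on the RZ arrays.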

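Of the 27 hypertrophic zone markers that Table 3 lists as up in SZ, 24 had a cluster with 1 gene symbol and 23 of these passed, by 2.03- to 4.96-fold. Fxyd5, which encodes a regulator of the sodium pump, was higher in SZ than IDZ by 2.31 (standard error 0.20, adjusted p = 6.4e-07) on the log2 scale. Both markers up in IDZ with such a cluster also passed, Alox12, a lipoxygenase gene, by 1.62 (standard error 0.13, adjusted p = 2.6e-07) and Sgms2, a sphingomyelin synthase gene, by 1.61 (standard error 0.15, adjusted p = 2.0e-06). These markers were listed from these arrays, so the counts are not independent evidence, and 12 of the markers up in SZ passed a test against a 2-fold difference (treat).

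In a list of 24 genes of chondrocyte hypertrophy and mineralization fixed beforehand, which shares Alox12, Sgms2, Mmp13 and Ibsp with the table, 3 were higher in SZ and 11 in IDZ at an adjusted p under 0.05 (6 and 12 adjusted over the list alone). The pyrophosphate transporter gene Ankh (1.65) was among the former, and the carbonic anhydrase gene Car12 (2.28) and the PTHrP receptor gene Pth1r (1.72) among the latter. The list as a whole moved toward IDZ (camera, adjusted p = 0.0032), a call lost with an estimated correlation (adjusted p = 0.18).

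Of 25 matrix proteases and inhibitors, mostly metalloproteinases, 21 were higher in SZ and 2 in IDZ (21 and 3 adjusted over the list alone), among the latter the inhibitor gene A2m (2.26) (camera toward SZ, adjusted p = 7.6e-11, but adjusted p = 0.12 with an estimated correlation). Of 12 osteoclast genes, 7 were higher in SZ and none in IDZ (7 and 0 adjusted over the list alone), among them the cathepsin K gene Ctsk (2.21) and Ostm1 (1.18) (camera, adjusted p = 5.8e-04, but the adjusted p was also 0.12 with an estimated correlation). Osteoblast genes went both ways, 4 of 18 higher in SZ, Col1a1 (1.93) and Col1a2 (1.92) among them, and 3 in IDZ, Smpd3 (1.84) and Omd (1.35) among them (7 and 3 adjusted over the list alone; camera, adjusted p = 0.46). Mmp9 and Ctsk belong to both the osteoclast and the matrix protease lists and to Table 3, and macrophage genes moved with them. Tested against a 2-fold difference (treat), Ankh, Ctsk, Ostm1, Col1a1, Col1a2 and Omd no longer passed.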

**Table 3:** Expression of growth plate cartilage zonal markers in superficial and intermediate/deep zones of articular cartilage.

Resting Zone Markers					
Gene Symbol	Superficial ZoneRaw Signal(Upregulated markers: 5)	Intermediate/Deep ZoneRaw Signal(Upregulated markers: 9)	Fold-Change		*P*-value
*Ptn*	2268	538	4	Up in SZ	1.09E-07
*Hhip*	363	92	4	Up in SZ	2.19E-07
*Col14a1*	5864	1596	4	Up in SZ	2.80E-11
RGD1562717	3695	1257	3	Up in SZ	3.09E-06
*Pdgfra*	1280	606	2	Up in SZ	2.78E-06
*Efemp1*	133	912	7	Up in IDZ	7.88E-10
*Grem1*	217	1100	5	Up in IDZ	3.13E-06
*Bmp3*	186	919	5	Up in IDZ	1.27E-06
*Lrrn3*	96	404	4	Up in IDZ	1.22E-05
*Shisa3*	310	1196	4	Up in IDZ	1.15E-08
*Sfrp5*	367	1302	4	Up in IDZ	4.91E-06
*Pou3f3*	438	1504	3	Up in IDZ	2.89E-08
*Pcp4*	1148	3930	3	Up in IDZ	1.98E-07
*Ppp1r3b*	250	832	3	Up in IDZ	7.02E-08
**Proliferative Zone Markers**					
**Gene Symbol**	**Superficial Zone** **Raw Signal** **(Upregulated markers: 3)**	**Intermediate/Deep** **Zone Raw Signal** **(Upregulated markers: 0)**	**Fold-Change**		***P*** **-value**
*Gdf10*	484	184	3	Up in SZ	8.24E-05
*Olfml3*	2403	941	3	Up in SZ	6.34E-08
*Prelp*	3664	1463	3	Up in SZ	3.39E-07
**Hypertrophic Zone Markers**					
**Gene Symbol**	**Superficial Zone** **Raw Signal** **(Upregulated markers: 27)**	**Intermediate/Deep Zone** **Raw Signal** **(Upregulated markers: 3)**	**Fold-Change**		***P*** **-value**
RGD1307396	542	90	6	Up in SZ	3.93E-06
*Fxyd5*	1358	274	5	Up in SZ	4.10E-06
*Col5a2*	1226	249	5	Up in SZ	1.51E-06
*Mmp13*	3448	705	5	Up in SZ	4.98E-03
*Tmsb4x*	376	78	5	Up in SZ	2.14E-06
*Ctsk*	1561	337	5	Up in SZ	4.09E-04
*Mafb*	1175	255	5	Up in SZ	1.98E-06
*Mmp9*	3761	824	5	Up in SZ	2.48E-03
*Spon2*	1041	247	4	Up in SZ	4.94E-06
*Col1a1*	13700	3598	4	Up in SZ	7.23E-04
*Col1a2*	11867	3128	4	Up in SZ	2.66E-04
*B2m*	4002	1097	4	Up in SZ	1.38E-07
*Inhba*	410	118	3	Up in SZ	5.10E-06
*Adamts1*	405	118	3	Up in SZ	3.19E-06
*Steap4*	625	189	3	Up in SZ	2.02E-05
*Anpep*	703	213	3	Up in SZ	1.85E-05
*Tgm2*	747	229	3	Up in SZ	1.45E-05
*Serpine1*	312	99	3	Up in SZ	3.40E-05
*Fgl2*	212	75	3	Up in SZ	4.35E-06
*Emp1*	3186	1148	3	Up in SZ	3.99E-07
*Hspb1*	475	178	3	Up in SZ	2.62E-06
*Pdlim5*	627	246	3	Up in SZ	2.90E-09
*S100a6*	453	195	2	Up in SZ	1.28E-04
*Tnfrsf12a*	472	205	2	Up in SZ	1.98E-06
*Ibsp*	262	123	2	Up in SZ	5.42E-02
*Ptgis*	492	233	2	Up in SZ	2.65E-05
*Rac2*	334	165	2	Up in SZ	9.58E-03
*Alox12*	64	197	3	Up in IDZ	6.22E-07
*Sgms2*	289	881	3	Up in IDZ	7.12E-06
*Gmpr*	184	382	2	Up in IDZ	1.08E-05

*SZ, superficial zone; IDZ, intermediate/deep zone.

### Validation of microdissection and microarray analysis

In order to validate the accuracy of the microdissection technique (Figure 1) as well as to test the assumption that gene expression of individual growth plate cartilage zones are similar in 7 and 10 day-old rats, we microdissected articular cartilage SZ and IDZ as well as growth plate cartilage RZ, PZ, and HZ from 10-day-old rats (n = 4) and studied 12 selected genes by real-time PCR. For this validation experiment, one well established SZ marker (*Prg4*; Figure 5A) and two HZ markers (*Col10a1, Alpl;* Figure 5B and 5C) as well as genes found to be spatially upregulated in both RZ and IDZ (*Bmp3*, *Grem1*, *Sfrp5;* Figure 4 & 5D–5F), PZ and SZ (*Gdf10*, *Olfml3*, *Prelp;* Figure 4 & 5G–5I), and HZ and SZ (*Adamts1*, *Mmp13*, *Mmp9,* Figure 4 & 5J–5L) were selected. We found that *Prg4* was expressed at least 200-fold higher in SZ versus all other zones (*P*<0.05; Figure 5A), whereas *Col10a1* and *Alpl* were expressed at least 40-fold (*P*<0.05 for all comparisons) and 12-fold higher (*P*<0.05 for all comparisons), respectively, in HZ compared to all other zones (Figure 5B and 5C). Furthermore, all of the selected genes showed expression patterns similar to those found using microarray analysis (Figure 5A–5L). 

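On the arrays, Prg4 was higher in SZ than IDZ by 2.47 (standard error 0.36, adjusted p = 1.3e-04) on the log2 scale. The hypertrophic markers Col10a1 (collagen X) and Alpl (alkaline phosphatase) did not pass between SZ and IDZ: Col10a1 differed by 0.82, with the higher mean in IDZ and an adjusted p of 0.012 but less than 2-fold, and Alpl by 0.00 (adjusted p = 1.00). Adamts1, an inhibitor of angiogenesis, was higher in SZ by 1.78 (standard error 0.16, adjusted p = 7.7e-07). The matrix metalloproteinase genes Mmp13 and Mmp9 were higher in SZ by 2.29 (standard error 0.49, adjusted p = 0.0030) and 2.19 (standard error 0.42, adjusted p = 0.0012), and Sfrp5, a Wnt antagonist gene, was higher in IDZ by 1.83 (standard error 0.17, adjusted p = 1.1e-06).

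Mmp13 was expressed at 11.75 ± 0.60 in SZ and 9.46 ± 0.83 in IDZ (SD, n = 4 each), and Mmp9 at 11.88 ± 0.45 and 9.69 ± 0.74 (SD, n = 4 each). With this spread neither passed a test against a 2-fold difference (treat). The real-time PCR of Figure 5 used other animals and was not analysed here.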

In other words, zonal gene expression found to be significantly different by microarray analysis was also found to be significantly different in the new set of samples assessed by real-time PCR, with the only exception being *Mmp9.* Similar to the microarray analysis, *Mmp9* was found to be significantly upregulated in HZ compared to PZ and RZ of growth plate cartilage and also showed the expected trend of higher expression levels in articular SZ compared to IDZ (*P* = 0.06; Figure 5L); however, the *P*-value was larger than the preset requirement for significance of *P*<0.05.

**Figure 5:**
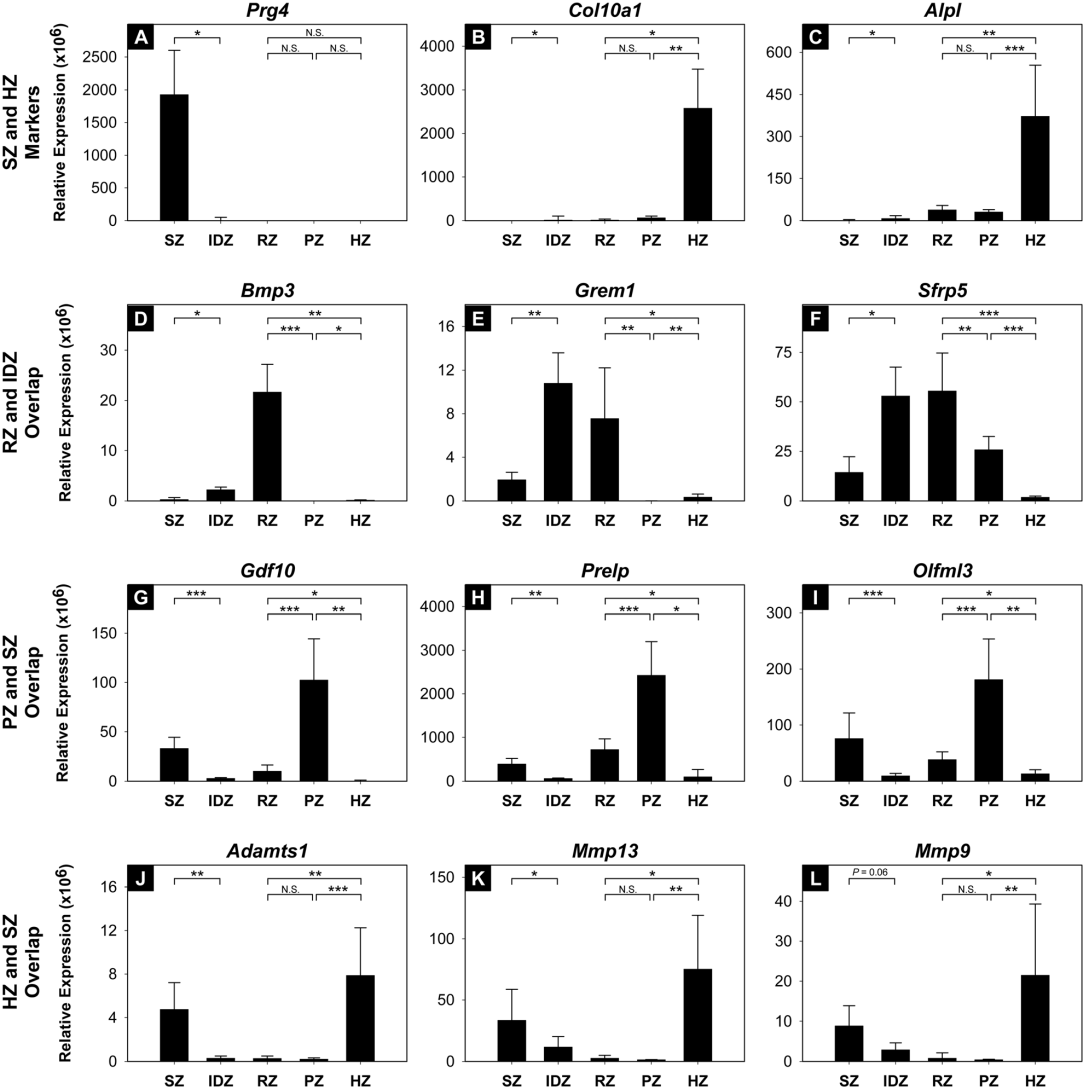
Real-time PCR of spatially upregulated genes that overlap between articular and growth plate cartilage zones. Relative expression of selected genes that overlap between RZ and IDZ, including *Bmp3*, *Grem1*, and *Sfrp5* (**D–F**), PZ and SZ, including *Gdf10*, *Prelp*, and *Olfml3* (**G–I**), as well as HZ and SZ, including *Adamts1*, *Mmp13*, and *Mmp9* (**J–L**), was determined in proximal tibial epiphyses of 10-day-old rats (n = 4) and values were normalized to 18S rRNA. Accuracy of the microdissection technique was validated by inspecting relative expression of *Prg4*, *Col10a1*, and *Alpl* (**A–C**). SZ, superficial zone; IDZ, intermediate/deep zone; RZ, resting zone; PZ, proliferative zone; HZ, hypertrophic zone; N.S., not significant; *P<0.05; **P<0.01; ***P<0.001.

### Differential gene expression between the intermediate/deep zone of articular cartilage and the resting zone of growth plate cartilage

IDZ and RZ originate from the same pool of chondrocytes but are physically separated by the secondary ossification center starting at approximately postnatal day 7. In order to characterize early gene expression changes that differentiate articular and growth plate cartilage, we identified genes that were differentially expressed between IDZ and RZ in 10-day-old rat proximal tibial epiphyses (≥2-fold, false discovery rate <0.05, Table 4 and Table S3 in File S1). 

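IDZ and RZ differed by fewer genes than SZ and IDZ. Of 14300 genes, 101 were higher in IDZ and 75 were higher in RZ, 8 and 11 of them over 4-fold. Without a minimum fold the balance turned round, to 461 higher in IDZ and 798 in RZ. Among gene lists, limb patterning genes moved toward IDZ by camera with either correlation. Fibrous tissue and TGF-beta genes (toward IDZ) and cell cycle genes (toward RZ) moved by camera only with the preset one. Sim2 and Tbx5 of the limb list and Col3a1 and Dpt of the fibrous list are among the paper's top genes from these arrays. The tests of these lists are therefore not fully independent evidence.

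Of 26 fibrous connective tissue genes, 13 were higher in IDZ and 1 in RZ at an adjusted p under 0.05 (15 and 1 adjusted over the list alone), among them the collagen III gene Col3a1 (1.97), Dpt (1.78), Mfap4 (2.83-fold) and the lysyl oxidase gene Loxl1 (1.44) (camera, adjusted p = 2.4e-12, but adjusted p = 0.071 with an estimated correlation). Endothelial genes moved the same way as a list, though none passed singly (camera, adjusted p = 1.5e-04, but adjusted p = 0.32 with an estimated correlation), and both list means and Prg4 were lowest among the IDZ arrays on IDZ replicate 4. Of 24 limb patterning transcription factor genes, 9 were higher in IDZ and 1 in RZ (10 and 1 adjusted over the list alone), among them Sim2 (2.13), Tbx5 (1.88), Prrx1 (1.51) and Barx1 (2.82-fold) (camera, adjusted p = 3.5e-07, and adjusted p = 0.010 with an estimated correlation). Of 15 genes of the TGF-beta axis, 6 were higher in IDZ and none in RZ (7 and 0 adjusted over the list alone), among them Ltbp1 (1.51) and Ltbp4 (1.35), whose products bind latent TGF-beta (camera, adjusted p = 5.4e-08, but adjusted p = 0.10 with an estimated correlation). SZ tissue carried into the IDZ dissection would also raise genes of SZ in IDZ. The share of the SZ level above RZ that IDZ reached was 6.65% for Dpt, 14.4% for Ltbp4, 21.0% for Col3a1 and 21.6% for Mfap4. Genes at least 8-fold higher in SZ than RZ had a median of 5.51%. Carried tissue stays open for Dpt, and the lists were not tested for it.

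Of 35 cell cycle genes, 29 were higher in RZ and none in IDZ (33 and 0 adjusted over the list alone), with a median of 0.77. They include the cyclin genes Ccne1 (1.57) and Ccnd1 (1.44), the securin gene Pttg1 (1.39) and Rrm2 (1.25). The list moved toward RZ (camera, adjusted p = 1.1e-26), a call lost with an estimated correlation, where the adjusted p was 0.10. The proliferative zone markers listed in Table 3, Prelp (1.72), Gdf10 (0.92) and Olfml3 (0.55), also had higher means in RZ. The table lists them for being higher in SZ than IDZ on these same IDZ arrays. That choice favours higher values outside IDZ, so their direction is not independent evidence. Erythroid genes moved toward RZ as a list, though none passed singly (camera, adjusted p = 0.021, but adjusted p = 0.66 with an estimated correlation). Tested against a 2-fold difference (treat), Dpt, Loxl1, Tbx5, Barx1, Ltbp1, Ltbp4 and the cell cycle genes named here no longer passed.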

Genes highly expressed in articular cartilage IDZ compared to growth plate cartilage RZ included articular cartilage marker *Prg4* as well as periostin (*Postn*) and Wnt inhibitory factor 1 (*Wif1*), whereas genes highly expressed in growth plate cartilage RZ compared to articular cartilage IDZ included hedgehog interacting protein (*Hhip*), BMP signaling inhibitor *Bmp3*, and RZ marker *Sfrp5*, which is also an inhibitor of Wnt signaling. 

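Prg4 was higher in IDZ than in RZ by 4.62 (standard error 0.36, adjusted p = 1.1e-06) on the log2 scale, the largest difference of the comparison. Fap, a protease of activated fibroblasts, was higher in IDZ by 3.83 (standard error 0.11, adjusted p = 4.5e-11), Postn, a matrix protein gene of fibrous tissue, by 2.46 (standard error 0.18, adjusted p = 4.2e-07), and Wif1 by 1.68 (standard error 0.15, adjusted p = 4.1e-06). Further genes higher in IDZ were Gnas (2.73), which encodes a stimulatory G protein, Cytl1 (2.68), Kcnt2 (2.34), Sorcs3 (2.18) and the versican gene Vcan (1.97). Bmp3 was higher in RZ by 1.44 (standard error 0.17, adjusted p = 9.4e-05) and Sfrp5 by 1.83 (standard error 0.17, adjusted p = 5.1e-06).

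Among genes whose cluster carries 1 symbol, the largest differences toward RZ were those of F13a1 (2.82), a coagulation factor gene, Tnni2 (2.75), a troponin gene of fast muscle, and Ntn1 (2.66), which encodes netrin 1. They were followed by Car8 (2.50), Fa2h (2.40), Slc40a1 (2.31), Mfap3l (2.25), Il17b (2.20), Bmp7 (2.10) and Serpine2 (2.05). Gnas was also higher in SZ than in IDZ, by 2.15. Tested against a 2-fold difference (treat), Wif1 and Bmp3 no longer passed. Prg4 was far lower on IDZ replicate 4 than on the other IDZ arrays, and Hhip and LOC680415, which Table 4 places above F13a1, have no cluster with that symbol alone, but the clusters that the signals of Table S3 identify for them passed toward RZ.

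**Figure D3:**
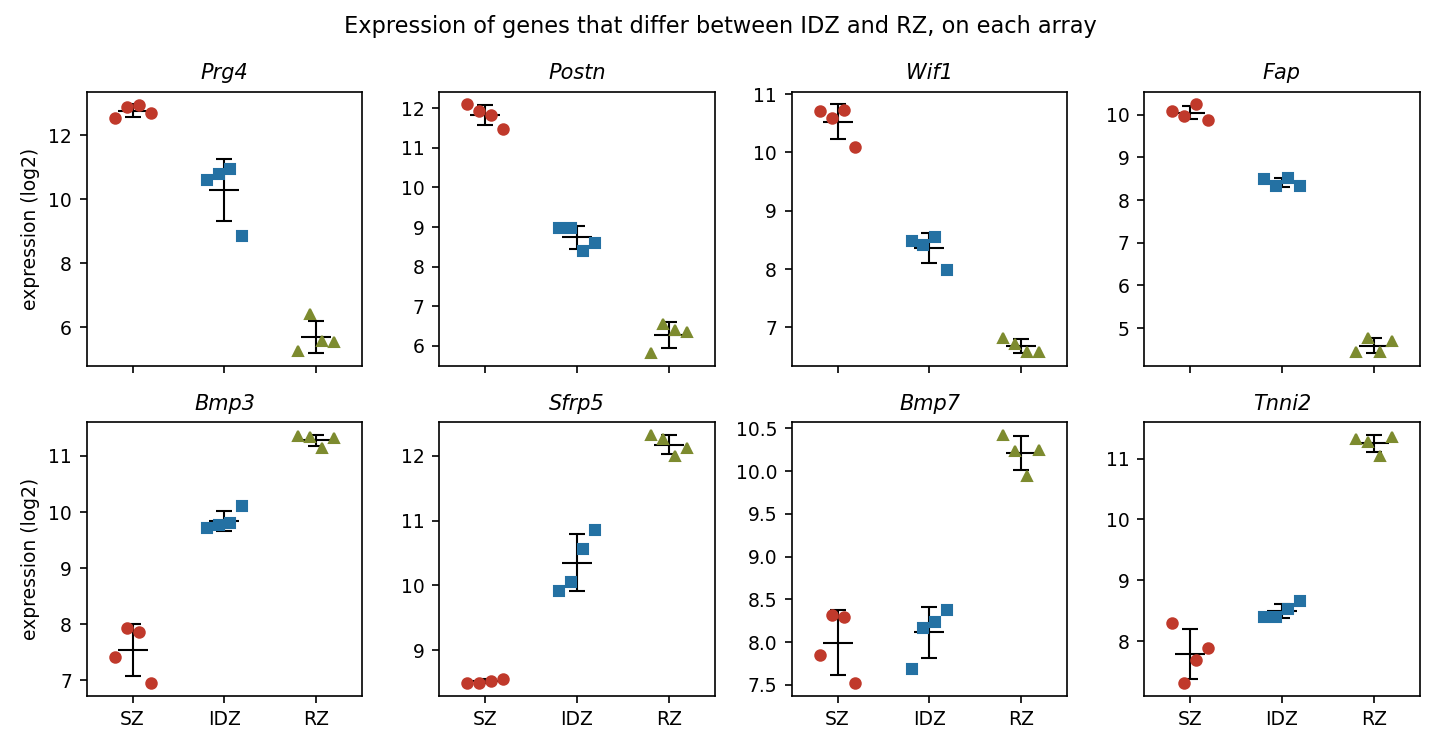
Log2 expression (y axes) of 8 genes on each of the 4 SZ (red circles), 4 IDZ (blue squares) and 4 RZ arrays (green triangles), with zone means and SDs in black. Prg4, Postn, Wif1 and Fap fall from SZ over IDZ to RZ, while Bmp3, Sfrp5, Bmp7 and Tnni2 are highest in RZ.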

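Single genes of the hedgehog and BMP pathways were higher in RZ, while the measured genes of the lists of these pathways went both ways between IDZ and RZ. Bmp7 was higher in RZ by 2.10 (standard error 0.18, adjusted p = 3.5e-06) on the log2 scale, as was the osteoblast and hypertrophy transcription factor gene Runx2 by 1.24 (standard error 0.08, adjusted p = 2.9e-07). The hedgehog transcription factor genes Gli1 (0.45) and Gli2 (0.50) were also higher in RZ at an adjusted p under 0.05, at less than 2-fold. Gli3 (0.71) and the co-receptor gene Cdon (0.55) were higher in IDZ.

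Of 10 measured hedgehog pathway genes, 2 were higher in IDZ and 2 in RZ (the same numbers adjusted over the list alone; camera, adjusted p = 0.63), and the list's median lay toward RZ while its mean and test lay toward IDZ. Another 8 list genes had no cluster with that symbol alone, among them Hhip and Ptch1, whose clusters, identified by the signals of Table S3, passed toward RZ and make 4 genes there. Of 14 BMP ligand and receptor genes, 2 were higher in IDZ, Bmp5 (1.28) and Bmp6 (0.80), and 1 in RZ (2 and 2 adjusted over the list alone; camera, adjusted p = 0.27). Of 14 genes that respond to BMP, 3 were higher in IDZ, among them Dlx5 (1.56) and Atoh8 (0.91), and 1 in RZ (8 and 2 adjusted over the list alone; camera toward IDZ, adjusted p = 0.0013, but with an estimated correlation the adjusted p was 0.071). Of 16 BMP antagonist genes, 3 were higher in each zone, Grem1 (1.40) in IDZ and Chrdl1 (1.43) in RZ among them (4 in IDZ and 5 in RZ adjusted over the list alone; camera, adjusted p = 0.63), without Bmper, whose cluster by the signals of Table S3 passed toward RZ.

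Of 17 genes of the IGF axis, 6 were higher in IDZ and 1 in RZ (7 and 1 adjusted over the list alone). They include the binding protein genes Igfbp5 (1.65) and Igfbp7 (1.49), Igf1 (1.16) and the growth hormone receptor gene Ghr (1.03) (camera, adjusted p = 2.6e-04, but adjusted p = 0.071 with an estimated correlation). The share of the SZ level above RZ that IDZ reached was 4.74% for Igf1, 15.3% for Igfbp5 and 15.9% for Igfbp7. SZ tissue carried into the IDZ dissection was not excluded for these genes. Of 18 osteoblast genes, 2 were higher in IDZ, Col1a2 (1.35) among them, and 4 in RZ, among them Alpl (1.59), Ibsp (1.55) and Runx2 (4 and 5 adjusted over the list alone; camera, adjusted p = 0.18), and of 12 osteoclast genes none passed in limma (camera, adjusted p = 0.39), with 2 at an unadjusted p under 0.05. Tested against a 2-fold difference (treat), Runx2, Bmp5, Grem1, Chrdl1, Igfbp7, Igf1, Ghr, Col1a2 and Ibsp no longer passed. Plain one-way contrasts lost Col1a2 (adjusted p = 0.056) and Ibsp (adjusted p = 0.12). Ibsp was also lost with a random replicate block by animals (adjusted p = 0.081), with trended and robust variances (adjusted p = 0.053), by the overall one-way p (adjusted p = 0.10) and without IDZ replicate 1, 2 or 4 or RZ replicate 2 or 3 (adjusted p from 0.068 to 0.092). Igf1 without IDZ replicate 2, and Ghr without IDZ replicate 4 or after subtraction of the array medians, fell below 2-fold, to 0.98, 0.99 and 0.99.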

Ingenuity Pathways Analysis implicated biologically relevant pathways in the gene expression difference between IDZ and RZ, including Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis that was more active in IDZ as well as sonic hedgehog (SHH) and bone morphogenetic protein (BMP) signaling pathways that were more active in RZ (Table 5 and Table S4 in File S1).

**Table 4:** Top differentially expressed genes between intermediate/deep zone of articular cartilage and resting zone of growth plate cartilage.

Gene Symbol	Intermediate/DeepZone Raw Signal	Resting ZoneRaw Signal	Fold-Change		*P*-value
*Prg4*	1265	51	25	Up in IDZ	3.07E-06
*Fap*	342	24	14	Up in IDZ	4.73E-11
*Gnas*	803	121	7	Up in IDZ	2.83E-08
*Cytl1*	624	97	6	Up in IDZ	1.55E-07
*Postn*	427	78	6	Up in IDZ	7.61E-07
*Kcnt2*	223	44	5	Up in IDZ	3.78E-09
*Sorcs3*	227	50	5	Up in IDZ	1.36E-07
LOC314942	944	211	4	Up in IDZ	4.04E-05
*Sim2*	334	76	4	Up in IDZ	1.51E-08
*Col3a1*	973	249	4	Up in IDZ	5.53E-07
*Vcan*	350	90	4	Up in IDZ	2.99E-06
*Rhoj*	671	182	4	Up in IDZ	3.33E-07
*Tbx5*	194	53	4	Up in IDZ	7.94E-04
*Sulf2*	1814	506	4	Up in IDZ	1.11E-06
*Etv1*	387	109	4	Up in IDZ	7.38E-07
*Enpep*	465	131	4	Up in IDZ	4.33E-06
*Cfh*	398	113	4	Up in IDZ	1.11E-05
*Dpt*	171	50	3	Up in IDZ	3.19E-04
*Fam151a*	466	142	3	Up in IDZ	1.03E-07
*Agtr2*	367	113	3	Up in IDZ	1.68E-06
*Hhip*	92	1195	13	Up in RZ	9.13E-10
LOC680415	145	1085	7	Up in RZ	4.87E-08
*F13a1*	244	1730	7	Up in RZ	1.74E-06
*Tnni2*	361	2433	7	Up in RZ	1.18E-07
*Ntn1*	211	1334	6	Up in RZ	2.27E-08
*Car8*	83	470	6	Up in RZ	1.24E-08
*Casq1*	64	340	5	Up in RZ	6.24E-08
*Fa2h*	51	270	5	Up in RZ	3.37E-07
*Slc40a1*	319	1583	5	Up in RZ	1.98E-08
*Cadm2*	148	720	5	Up in RZ	3.44E-08
*Mfap3l*	90	427	5	Up in RZ	2.67E-06
*Il17b*	365	1676	5	Up in RZ	1.71E-07
*Bmp7*	277	1188	4	Up in RZ	4.15E-06
*Serpine2*	380	1576	4	Up in RZ	4.13E-07
*Kcnip1*	66	272	4	Up in RZ	1.07E-06
*Cpa6*	53	195	4	Up in RZ	1.09E-08
*Nptx1*	131	467	4	Up in RZ	3.93E-06
*Sfrp5*	1302	4615	4	Up in RZ	4.91E-06
*Cxcr4*	140	491	4	Up in RZ	6.36E-08
*Bai1*	184	637	3	Up in RZ	3.41E-06

*IDZ, intermediate/deep zone; RZ, resting zone.

**Table 5:** Top signaling pathways implicated by differentially expressed genes between intermediate/deep zone of articular cartilage and resting zone of growth plate cartilage.

Zone	Name	Ratio	*P*-value	Regulated Genes
Up in IDZ	Role of Osteoblasts,Osteoclasts and Chondrocytesin Rheumatoid Arthritis	6/215 (3%)	3.80E-03	*WIF1,FZD4,IGF1,MMP3,DLX5,* *BMP5*
	IGF-1 Signaling	4/97 (4%)	4.68E-03	*NOV,IGF1,IGFBP5,IGFBP7*
	Growth Hormone Signaling	3/67 (4%)	1.15E-02	*GHR,IGF1,A2M*
	Hepatic Fibrosis/HepaticStellate Cell Activation	4/133 (3%)	1.41E-02	*IGF1,IGFBP5,A2M,COL3A1*
	LPS/IL-1 Mediated Inhibitionof RXR Function	5/214 (2%)	1.48E-02	*GSTM1,APOE,SLC27A6,HS6ST2,* *SOD3*
	Factors PromotingCardiogenesis in Vertebrates	3/88 (3%)	2.29E-02	*TBX5,FZD4,BMP5*
	Oncostatin M Signaling	2/33 (6%)	2.29E-02	*EPAS1,MMP3*
	Inhibition of MatrixMetalloproteases	2/36 (6%)	2.69E-02	*MMP3,A2M*
	Atherosclerosis Signaling	3/111 (3%)	3.89E-02	*APOE,MMP3,COL3A1*
	Superoxide RadicalsDegradation	1/6 (17%)	4.17E-02	*SOD3*
Up in RZ	GADD45 Signaling	4/19 (21%)	2.82E-06	*PCNA,CCNE1,CCND1,CCNB1*
	Sonic Hedgehog Signaling	4/25 (16%)	1.41E-05	*PRKAR2B,PTCH1,HHIP,CCNB1*
	Basal Cell CarcinomaSignaling	5/66 (8%)	4.47E-05	*BMP3,PTCH1,LEF1,BMP7,HHIP*
	Mitotic Roles of Polo-LikeKinase	4/61 (7%)	4.68E-04	*CDC20,PTTG1,PLK1,CCNB1*
	Axonal Guidance Signaling	9/406 (2%)	5.75E-04	*PRKAR2B,LOC680415,MAG,CXCR4,* *BMP3,PTCH1,BMP7,HHIP,NTN1*
	Molecular Mechanisms ofCancer	8/330 (2%)	5.75E-04	*CCNE1,PRKAR2B,BMP3,* *PTCH1,LEF1, BMP7,CCND1,CASP7*
	BMP signaling pathway	4/74 (5%)	9.33E-04	*PRKAR2B,RUNX2,BMP3,BMP7*
	p53 Signaling	4/82 (5%)	1.51E-03	*PCNA,BAI1,CCND1,SERPINE2*
	Role of Osteoblasts,Osteoclasts and Chondrocytesin Rheumatoid Arthritis	6/215 (3%)	1.66E-03	*RUNX2,BMP3,SFRP5,LEF1,BMP7,ALPL*
	Factors PromotingCardiogenesis in Vertebrates	4/88 (5%)	1.74E-03	*CCNE1,BMP3,LEF1,BMP7*

*IDZ, intermediate/deep zone; RZ, resting zone.

## Discussion

In the present study, we used manual microdissection and gene expression microarray analysis followed by real-time PCR of selected genes to characterize spatial gene expression profiles of articular and growth plate cartilage zones. First, we identified differential gene expression in articular cartilage superficial (SZ) and intermediate/deep (IDZ) zones and used bioinformatic approaches to compare the expression patterns in articular cartilage with growth plate cartilage resting zone (RZ) and found that RZ had a gene expression profile more similar to IDZ than SZ. We then compared differentially expressed genes in SZ and IDZ of articular cartilage with a previous gene expression dataset of individual growth plate cartilage zones and again found that there was a significant overlap in upregulated genes between IDZ and RZ as well as between SZ and growth plate cartilage proliferative (PZ) and hypertrophic (HZ) zones. Next, we identified functional pathways implicated by the overlapping gene expression patterns of articular and growth plate cartilage zones as well as functional pathways implicated in the early differentiation of articular versus growth plate cartilage. Finally, we assessed the expression levels of growth plate cartilage zonal markers in SZ and IDZ and again found that gene expression patterns of IDZ resembled RZ, whereas SZ resembled PZ and HZ.

There were some technical limitations in this study. First, since it is difficult to histologically distinguish between the intermediate and deep zones of articular cartilage in 10-day-old rats, we could not collect the zones separately using manual microdissection. This decreased the number of comparisons we could make between articular and growth plate cartilage zones and, in turn, decreased the resolution of our findings. Second, the current articular cartilage and previous growth plate cartilage datasets were obtained from different experiments and microarray platforms. Therefore, besides comparing articular cartilage SZ and IDZ to growth plate cartilage RZ directly since they were processed on the same microarray platform, we could only use the fact that a gene was spatially regulated, rather than its actual expression level, to compare gene expression profiles of articular and growth plate cartilage zones. Nevertheless, in spite of these limitations, our bioinformatic and statistical analyses, including principal components analysis, hierarchical cluster analysis, heat map visualization, overlap of spatially upregulated genes between articular and growth plate cartilage zones, and localization of known growth plate cartilage zonal markers in articular cartilage, consistently indicated that, in contrast to our hypothesis, IDZ has an expression profile more similar to that of RZ, whereas the SZ gene expression profile appears to be more similar to those of PZ and HZ. Furthermore, we repeated the manual microdissection to isolate SZ and IDZ of articular cartilage as well as RZ, PZ, and HZ of growth plate cartilage from 10-day-old rat proximal tibias to confirm gene expression patterns by real-time PCR. The expression patterns detected in this new dataset for 12 selected genes were similar to those observed by microarray analysis and bioinformatics using two different microarray platforms, growth plate cartilage zones from 7-day-old rats, and articular cartilage zones from 10-day-old rats, and thus validate the accuracy of our approach. Spatially upregulated genes that overlap between SZ and HZ (Figure 4) included an inhibitor of angiogenesis *Adamts1* [29], as well as matrix metalloproteinases *Mmp9* and *Mmp13*, which are essential for endochondral bone formation [30] but also implicated in the pathophysiology of osteoarthritis [31], [32]. These findings suggest that progenitor cells of articular cartilage may also reside in the deeper layers and that chondrocytes in articular cartilage differentiate toward SZ following a differentiation program that, despite the lack of hypertrophy, has distinct transcriptional similarities with the growth plate chondrocyte differentiation program. Furthermore, these findings are largely consistent with cell lineage tracing studies in mice showing that all the zones of articular and growth plate cartilage originate from collagen type 2-expressing chondrocytes in the cartilaginous condensation [33]–[35].

In order to understand the early transcriptional differences responsible for the divergence of articular and growth plate cartilage we also identified genes that are differentially expressed between IDZ and RZ. Functional pathway analysis implicated biologically relevant pathways including sonic hedgehog (SHH) and bone morphogenetic protein (BMP) activity in RZ. The hedgehog family of proteins, including SHH, is important for normal skeletogenesis, such as articular and growth plate cartilage development [36]. Overexpression of SHH in chondrocytes disrupts cell differentiation, growth plate cartilage organization, and joint cavity delimitation leading to fusion of articular surfaces [37]. BMPs are known to play important roles in endochondral ossification by promoting growth plate chondrocyte proliferation and hypertrophic differentiation [38], [39]. In growth plate cartilage, BMP antagonists *Gremlin*, *Chordin* and *Bmp3* are highly expressed in RZ and *Gdf10* in PZ, whereas BMP agonists *Bmp2* and *Bmp6* are highly expressed in HZ and *Bmp7* in PZ, suggesting a functional BMP gradient, where BMP signaling is lower in RZ and higher in HZ [11]. The analysis also implicated biologically relevant pathways in IDZ, including Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis. Upregulated genes in this pathway include Wnt inhibitory factor 1 (*Wif1*), which is a Wnt receptor inhibitor. This finding makes biological sense because Wnt signaling promotes hypertrophic differentiation and matrix mineralization, events that are absent in healthy articular cartilage [40]. Wnt signaling itself was among the pathways implicated in the difference between gene expressions of IDZ and RZ, where it was relatively more active in RZ (Table S4 in File S1).

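Genes on the lists of Wnt antagonists and of Wnt response went both ways between IDZ and RZ. Of 15 genes on the antagonist list, 5 were higher in IDZ and 3 in RZ at an adjusted p under 0.05 (6 and 3 adjusted over the list alone). Beside Wif1 and Sfrp5, they include Dkk1 (1.08) and Ccn4 (1.44), which also stand in the list of Wnt response genes. As both lists count Dkk1 and Ccn4, the antagonist counts do not measure inhibition alone. The antagonist list was not tested without Ccn4. The antagonist list moved toward IDZ (camera, adjusted p = 0.030), a call lost with an estimated correlation (adjusted p = 0.10). That correlation was -0.0187, below the preset 0.01, so the loss does not show correlation within the list.

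Of 15 Wnt response genes, 3 were higher in IDZ, Ccn4 and Dkk1 among them, and 3 in RZ, among them Ccnd1 and the Wnt transcription factor gene Lef1, which differed by 1.22 (standard error 0.12, adjusted p = 1.0e-05) on the log2 scale. Adjusted over the list alone, 4 were higher in IDZ and 5 in RZ. These counts leave out Lgr6, whose cluster by the signals of Table S3 passed toward IDZ. The list as a whole did not pass (camera toward RZ, adjusted p = 0.81), and its median lay toward IDZ. Ccn4, Dkk1 and Lef1 did not pass a test against a 2-fold difference (treat), and Dkk1 was lost without IDZ replicate 3 or 4 or RZ replicate 1, 2 or 4 (adjusted p from 0.060 to 0.11) and by plain one-way contrasts (adjusted p = 0.12).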

In summary, we used manual microdissection, microarray analysis, bioinformatics, and real-time PCR to characterize gene expression patterns in articular and growth plate cartilage and found, contrary to our hypothesis, that the gene expression changes taking place between the IDZ to SZ of articular cartilage have many similarities with those that occur during the differentiation of resting to proliferative and then to hypertrophic chondrocytes in growth plate cartilage. These findings suggest that the SZ chondrocytes of articular cartilage differentiate according to a program that is not completely different from, but instead has distinct similarities to, the hypertrophic differentiation program of growth plate chondrocytes. We also identified genes that are differentially expressed in IDZ of articular cartilage and RZ of growth plate cartilage at the time when these two structures are initially being separated by the secondary ossification center, and these genes implicated hedgehog and BMP signaling, among others, as potential key pathways in the divergence of articular and growth plate cartilage.

## Supporting Information

File S1 **Containing Tables S1, S2, S3, and S4.** Table S1. Differentially expressed genes between superficial and intermediate/deep zones of articular cartilage. Table S2. Signaling pathways implicated by spatially upregulated genes that overlap between superficial and hypertrophic zones, superficial and proliferative zones, as well as intermediate/deep and resting zones. Table S3. Differentially expressed genes between intermediate/deep zone of articular cartilage and resting zone of growth plate cartilage. 

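Table S3 gives for each gene the back-transformed mean signal of each zone, the fold change and a p. Its rows were identified here by both signals, within a relative difference of 2e-05, which picked 1 transcript cluster for 212 of its 212 rows. All 116 clusters up in IDZ and 96 up in RZ passed here in the same direction. Of the 142 clusters higher in IDZ here, 26 are not in the table, 23 of them without a gene symbol. Of the 109 clusters higher in RZ here, 13 are not in the table, 10 of them without a symbol.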

Table S4. Signaling pathways implicated by differentially expressed genes between intermediate/deep zone of articular cartilage and resting zone of growth plate cartilage.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

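RNA of the superficial (SZ) and intermediate/deep zone (IDZ) of articular cartilage and of the resting zone (RZ) of growth plate cartilage was measured on Affymetrix Rat Gene 1.0 ST arrays, 4 arrays per zone, in 10-day-old rats. The values used are the log2 values that the authors made with robust multi-array average in Partek Genomics Suite 6.6, that is background adjustment, quantile normalization and median polish to 1 value per transcript cluster. Base 2 was checked against the signals of Table S1, which equal 2 to the power of the zone means of the values used here. No further normalization was applied, and the probe intensities were not processed again here.

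The annotation gives 1 gene symbol for 15068 of 27342 clusters. A gene is a symbol of such a cluster, and where a symbol had several clusters the one with the highest mean over the 12 arrays was used. Clusters with several symbols or none entered the tests and the adjustment of p but are not named. The paper's symbols were looked up as current or older symbols, so Olr63 stands as Or51e1, and a marker with no cluster of its own symbol has no value here.

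The zones were compared in limma 3.58.1 (R 4.3.3) with 1 mean per zone over all 12 arrays, contrasts for each pair of zones and moderated variances. All p of single genes are from limma and were adjusted by the Benjamini-Hochberg method over all clusters within a comparison, with 0.05 as the threshold and 2-fold as the minimum difference. Differences are given on the log2 scale as the higher minus the lower zone. Lists of genes are counted at an adjusted p under 0.05 without a minimum fold, once adjusted over all clusters and once adjusted over the list alone.

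A total of 31 gene lists of matrix, cell type, signaling and transcription factor genes were tested with camera of limma at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. The lists, the comparisons, their tests, the rule for naming genes and the alternatives were set before the data were examined, apart from leaving out single arrays for the principal components, the clustering and the correlation over shared SZ arrays, and values in the paper's tables had been seen by then. Lists such as limb patterning (Sim2, Tbx5) and fibrous tissue (Aspn, Dpt, Col3a1) hold genes that those tables list from these same arrays. Their tests are therefore not independent of the tables. The limits of the technical tests were set after a first look at the values, for some before and for others after the result they decide was seen. The rule names the genes of the paper's text, Figure 5 and the top of its tables, up to 10 genes per comparison and direction with the largest difference and no overlap between the arrays, and up to 4 genes per list with the largest difference, or with the highest level for markers of other tissues, and fewer than it allows are named for SZ and RZ. Tables, figures and text were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

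Distances of arrays were Euclidean over all clusters and were tested by a two-sided exact permutation test over the 70 assignments of the 8 articular arrays. Principal components were taken from clusters scaled to unit variance. The effect of the shared SZ arrays was simulated 100 times in unchanged zones with the spread of each gene.

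The number of arrays limits the precision. The tests were tested on simulated data with 50 clusters shifted at each of 1.5-, 2-, 3- and 4-fold. Passing here means the adjusted p alone, without the 2-fold minimum of the gene counts. Of those shifted 2-fold, 44 passed an adjusted p under 0.05 for SZ and IDZ, 45 for IDZ and RZ and 44 for SZ and RZ, and of those shifted 1.5-fold 25, 26 and 27 did. By the labels IDZ and RZ samples of 1 number share animals, and their deviations from the zone means correlated at 0.02 to 0.21 per number, with a consensus correlation of -0.14 within pairs of animals. The fit therefore has no block for animals, and fits with such a block were alternatives.

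Other alternatives were plain one-way contrasts, the overall one-way p, trended and robust variances, fits of 2 zones alone, no minimum fold, treat against 2-fold, no dim clusters, 3 other scalings, every cluster by itself, and each array left out in turn. The earlier growth plate dataset that the paper joins to these arrays, the real-time PCR, the pathway analysis of the paper and the overlap p of its marker tables were not analysed here.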

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

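The tests of vessels in the SZ dissections, of SZ tissue in IDZ with its limits and of the spread of the macrophage genes were chosen only after the result was seen.

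Osteoclast, macrophage, endothelial and pericyte genes were higher in SZ than IDZ, with levels in SZ of 10.71 ± 0.64 for Lyz2, 10.61 ± 0.30 for Ctsk and 10.16 ± 0.35 for Emcn (log2, SD, n = 4), and Ctsk and Mmp9 of the osteoclast list are also matrix protease list genes, though the osteoclast (7 of 12 genes) and macrophage calls were lost with an estimated correlation (adjusted p = 0.12 for each). Bone or marrow cells in some SZ dissections would spread the osteoclast genes over the SZ arrays, yet their mean ranged over 0.34, at percentile 75.5 of random lists of like level, and by the limit set before this range was seen (percentile 95) this argues against them. That limit was afterwards judged too narrow, since marrow also brings myeloid cells and the macrophage genes ranged over 0.91 (percentile 100), lowest on SZ replicate 4, so bone or marrow cells cannot be told apart from cells of SZ itself, and the erythroid median of 0.19 lay between the limits of 0 and 0.5 set for marrow blood before it was seen. Endothelial and pericyte genes ranged over 0.38 (percentile 99.7), so unequal amounts of vessel or soft tissue may contribute. All 4 SZ arrays nevertheless lay above all 4 IDZ arrays in these genes, and a biological difference between the zones stays open, as it was not tested.

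Prg4 was higher in IDZ than in RZ, and SZ tissue carried into the IDZ dissection would raise every gene of SZ by a like share. The share of the SZ level above RZ that IDZ reached was 19.9% for Prg4, while 69 genes at least 8-fold higher in SZ than RZ had a median of 5.51% (median absolute deviation 4.74) and 62 of them lay below Prg4. The paper's real-time PCR in other animals had Prg4 at least 200-fold higher in SZ than in all other zones, against 5.55-fold over IDZ on these arrays, and an SZ signal too low by 3.6-fold would alone bring Prg4 to that median. On the IDZ arrays Prg4 reached 21.5, 24.6, 27.4 and 5.86% (replicates 1 to 4), against medians of 8.09, 7.73, 5.53 and 2.94%, the last within the spread of the genes. Prg4 was not above the 95th percentile of the genes (22.1%), a first limit, and though it passed a later one of 2 deviations above the median, such a low SZ signal would undo this, so carried tissue as the whole cause cannot be told apart from expression in IDZ itself, which was not tested. Igf1 (4.74%), Dpt (6.65%) and Postn (9.80%), also named as higher in IDZ than in RZ, lay nearer the median of 5.51% than Prg4 did. Carried tissue stays open for them too.

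Tnni2 and, below 2-fold, Des (0.85), genes of muscle, were higher in RZ than in IDZ, as was the cluster that the signals of Table S3 identify for Casq1. Of 27 skeletal muscle genes, 2 were higher in RZ and 2 in IDZ, Casq1 not counted (camera, adjusted p = 0.26), and muscle in the RZ dissection would raise all abundant muscle transcripts. The 5 measured of the abundant muscle transcripts chosen before their values were seen (Acta1, Ckm, Tnnt3, Myh3 and Myl11, the older Mylpf, while Myh8 had no cluster of its own) had a median RZ minus IDZ difference of -0.15 and the highest -0.13, which argues against muscle tissue. Expression of Tnni2 and Des in RZ cartilage itself remains a hypothesis, found and tested on the same arrays.

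Other splits of the 8 arrays of each comparison into 4 and 4 were compared with the real one. For SZ and IDZ, 1 of the 35 splits, the real one, called as many clusters (1077, highest other split 49). For IDZ and RZ, again 1 of 35 splits did (251, highest other split 1, whether or not a split parted the pairs of animals). For SZ and RZ, 1 of 35 splits did (1241, highest other split 0). Chance can be excluded as the source of these counts.

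Of 329 groups of 4 arrays (a gene or list mean in a zone), 23 held an array whose gap to its nearest neighbour took an unusually large share of the group's range, and chance gives about 1 in 20, here 16.4. The shares of the range are given in brackets. IDZ replicate 3 stood apart in Cd55 (0.836), Cntn1 (0.961) and the mean of the osteoclast list (0.886). IDZ replicate 4 stood apart in Ctsk (0.955), F13a1 (0.859), Htra1 (0.949), Igfbp7 (0.832), Ltbp4 (0.887), Prg4 (0.837) and the mean of the endothelium list (0.832). RZ replicate 2 stood apart in Col14a1 (0.869), Mmp3 (0.877) and Rrm2 (0.858). RZ replicate 3 stood apart in Bmp3 (0.837) and Fa2h (0.850). RZ replicate 4 stood apart in Ctxn3 (0.950), Runx2 (0.851) and Slc40a1 (0.914). SZ replicate 1 stood apart in Rgs5 (0.852). SZ replicate 4 stood apart in Car12 (0.851), Cd36 (0.835), Pcna (0.904) and Sgms2 (0.875). IDZ replicate 4 stood apart most often, 7 times.

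Gene lists that the paper does not discuss moved between zones (camera, median log2 difference in brackets). Higher in SZ than in IDZ were the lists TGF-beta axis (0.24), immediate early and stress response (0.69), antigen presentation and interferon response (0.45), endothelium (2.03), pericyte and smooth muscle (1.29), macrophage and myeloid (1.73) and adipocyte (0.46). With an estimated correlation only endothelium and pericyte and smooth muscle stayed called, and TGF-beta axis (adjusted p = 0.27), immediate early and stress response (adjusted p = 0.054), antigen presentation and interferon response (adjusted p = 0.055), macrophage and myeloid (adjusted p = 0.12) and adipocyte (adjusted p = 0.14) did not. Between IDZ and RZ, the lists higher in IDZ were TGF-beta axis (0.29), FGF and PTHrP axis (0.29), limb patterning transcription factors (0.24) and endothelium (0.29), and the list higher in RZ was erythroid (0.63). With an estimated correlation only limb patterning transcription factors stayed called, and TGF-beta axis (adjusted p = 0.10), FGF and PTHrP axis (adjusted p = 0.10), endothelium (adjusted p = 0.32) and erythroid (adjusted p = 0.66) did not, and no endothelial or erythroid gene passed singly here.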

How the results depend on the processing

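No gene or list past its threshold changed direction under any alternative run, though the balance of IDZ and RZ counts turned round with no minimum fold, and the tests without single arrays for the principal components, the clustering and the correlation over shared SZ arrays were chosen only after the data were seen. In the order SZ and IDZ, IDZ and RZ, SZ and RZ (first zone higher, then second), the counts of genes with no minimum fold were 2430, 1367, 461, 798, 2068 and 1751, since fewer conditions were set, and tested against 2-fold they were 277, 49, 26, 20, 371 and 88. Counting every cluster by itself gave 267 higher in IDZ than SZ, since clusters without a symbol then count. With a replicate block by animals the counts were 654, 140, 101, 74, 716 and 242, and without single arrays 583 to 784 genes were higher in SZ than IDZ. RZ was nearer IDZ than SZ in every distance alternative.

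The shares of genes nearer IDZ in RZ (higher in IDZ, then in SZ) were 82.9 and 75.6% with no minimum fold, 82.6 and 86.9% with genes chosen on replicates 1 and 2, 89.6 and 96.4% on replicates 3 and 4, and the first was 83.3% after quantile normalization again. The height ratio of the clustering was 0.324 with complete linkage, 0.753 on all clusters and 0.345 to 0.371 without single arrays. The correlation over shared SZ arrays was 0.762 with the SZ arrays split and 0.859 to 0.873 without single arrays. Camera called 51 lists and comparisons with the preset correlation and 14 with an estimated one, and fry called 60. Fry called the IGF axis between SZ and IDZ (adjusted p = 3.3e-06), which camera did not. It did not call endothelium or erythroid genes between IDZ and RZ (adjusted p = 0.075 and 0.28), which camera did. Lists described elsewhere as not passing did not pass by camera. The Wnt antagonist call between IDZ and RZ was lost at an estimated correlation of -0.0187, below the preset 0.01. Such losses therefore do not by themselves show correlation within a list. The cause was not tested where none is named. Over all named genes and alternatives, 4146 values kept their side of the threshold, 77 lost it, 11 gained it and 6, each of Alpl between SZ and IDZ near 0 and not past it, changed sign. The first 3 principal components held 64.8 to 70.7% of the variance without single arrays.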

Differences from the paper's values

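The paper's Table 3 lists 5 resting zone markers up in SZ compared to IDZ, and 3 passed here. The other markers, Hhip and RGD1562717, have no cluster with that symbol alone (those that the signals of Table S1 identify for them passed toward SZ), so every alternative differs too, with 3 markers in each except treat against 2-fold, where 2 passed.

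Among the hypertrophic markers, Ibsp stands in Table 3 as up in SZ, though not in Table S1. Here it was 1.09 higher in SZ on the log2 scale, with an adjusted p of 0.059, and did not pass. It passed in only the 8 arrays of the 2 zones (adjusted p = 0.041), without dim clusters (adjusted p = 0.041), without SZ replicate 4 (adjusted p = 0.024) and without IDZ replicate 3 (adjusted p = 0.038). The other 23 of the 24 hypertrophic markers of that group with a value passed as the table lists them.

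At the paper's thresholds, 653 genes were higher in SZ and 145 in IDZ here, where Table S1 gives the paper's 741 and 213, and 101 and 75 were higher in IDZ and in RZ, where Table S3 gives the paper's 116 and 96. Each pair of counts lies within 1.5 times, but with no minimum fold and with treat none does, and the count higher in IDZ than SZ also lies beyond it without dim clusters, after subtracting the mean of the least variable clusters, with the replicate block by animals, without SZ replicate 4 and without IDZ replicate 2 (134 to 140). Counted as clusters, 810 and 267 and then 142 and 109 passed. The heading of Table S1 counts 741 genes up in SZ, while the table holds 740.

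The paper states that samples of each zone grouped together in the principal components analysis. Over the first 3 components this held for 11 of 12 arrays, SZ replicate 4 being nearest to an IDZ array, and the SZ arrays lay farther apart than the centres of any zones, which rested on that array and did not hold for SZ and IDZ unscaled or without dim clusters. Over all clusters by Euclidean distance, without scaling and without dim clusters it held for 12 of 12.

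The paper describes a likeness of SZ to the hypertrophic zone, from overlaps with its earlier growth plate dataset, marker counts and real-time PCR. Of these, only the markers listed in Table 3 were examined here, and most of them went toward SZ. A list of 24 hypertrophy and mineralization genes fixed beforehand had 11 genes higher in IDZ and 3 in SZ. That list call was lost with an estimated correlation (adjusted p = 0.18). No array here holds the hypertrophic zone, so the list does not test the paper's overlaps.

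The paper states that hedgehog, BMP and Wnt signaling were more active in RZ than in IDZ. By camera and other lists than the paper's, the hedgehog genes with a cluster of their own symbol went both ways, 2 higher in each zone, as did the Wnt response genes, 3 higher in each zone, and the BMP response genes went toward IDZ, 3 higher there and 1 in RZ, a call lost with an estimated correlation (adjusted p = 0.071). These counts hold only 10 of 18 hedgehog genes, and the clusters that the signals of Table S3 identify for the paper's Hhip and Ptch1 passed toward RZ, which makes 4 there against 2 in IDZ, and that for Lgr6, a Wnt response gene, toward IDZ. Bmp7, Gli1, Gli2 and Lef1 were higher in RZ, the direction the paper states.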

Other observations

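The test of proliferative zone tissue in RZ was chosen only after the result was seen. Several further gene groups were called toward SZ rather than IDZ as lists, by camera with its preset correlation only. They were called by fry as well (adjusted p from 2.0e-06 to 0.0012). Of 26 immediate early and stress response genes, 18 were higher in SZ and none in IDZ (19 and 0 adjusted over the list alone), among them Jun (2.08) and the phosphatase gene Dusp1 (1.97) (camera, adjusted p = 1.7e-10, but adjusted p = 0.054 with an estimated correlation). Of 28 genes of antigen presentation and interferon response, 15 were higher in SZ and none in IDZ (17 and 0 adjusted over the list alone), among them Ifitm3 (3.09), the invariant chain gene Cd74 (2.41) and B2m (1.87) (camera, adjusted p = 4.8e-08, but adjusted p = 0.055 with an estimated correlation), and macrophage genes, 24 of 27 higher in SZ with a median of 1.73, moved with them. Of 12 adipocyte genes, 8 were higher in SZ and none in IDZ (8 and 0 adjusted over the list alone), Lpl (2.57), Adipoq (1.77), Cd36 (1.62) and Fabp4 (1.53) among them (camera, adjusted p = 2.1e-04, but adjusted p = 0.14 with an estimated correlation), of which Adipoq, Cd36 and Fabp4 did not pass against a 2-fold difference (treat). Of 25 axon guidance genes, 14 were higher in SZ, Cxcl12 (2.36) and Sema3a (1.79) among them, and 2 in IDZ, Unc5c (2.23) among them (14 and 3 adjusted over the list alone; camera, adjusted p = 0.0030, but adjusted p = 0.39 with an estimated correlation).

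Camera called the BMP ligand and TGF-beta lists toward SZ with the preset correlation only, and fry called both (adjusted p = 1.4e-04 and 6.6e-05). Of 14 BMP ligand and receptor genes, 6 were higher in SZ, Bmp5 (1.99) and Bmp4 (1.85) among them, and none in IDZ (8 and 1 adjusted over the list alone; camera, adjusted p = 0.0020, but adjusted p = 0.18 with an estimated correlation). Of 15 TGF-beta genes, 6 were higher in SZ, Ltbp4 (2.19) and Tgfb3 (1.80) among them, and none in IDZ (6 and 0 adjusted over the list alone; camera, adjusted p = 0.0018, but adjusted p = 0.27 with an estimated correlation). Other lists did not pass: IGF axis (6 of 17 higher in SZ, 5 in IDZ, adjusted p = 0.34), FGF and PTHrP axis (11 of 20 higher in SZ, 4 in IDZ, adjusted p = 0.17), Wnt antagonists (5 of 15 higher in SZ, 4 in IDZ, adjusted p = 0.62), Wnt response (5 of 15 higher in SZ, 3 in IDZ, adjusted p = 0.10), hedgehog pathway (1 of 10 higher in SZ, 3 in IDZ, adjusted p = 0.32), BMP antagonists (5 of 16 higher in SZ, 3 in IDZ, adjusted p = 0.64), BMP response (5 of 14 higher in SZ, 3 in IDZ, adjusted p = 0.43) and limb patterning (5 of 24 higher in SZ, 6 in IDZ, adjusted p = 0.50). Single genes in them were Igfbp5 (2.26), Igfbp7 (2.14), Spry1 (2.06) and Dkk3 (3.45), higher in SZ, and Fgfr3 (1.77) and Sfrp1 (2.17), higher in IDZ. The IGF median lay toward IDZ while its mean and test lay toward SZ, and the BMP antagonist mean and median differed in sign. The hedgehog counts leave out Hhip, whose cluster by the signals of Table S1 passed toward SZ (1.99). Markers of muscle, nerve, mast and blood cells did not pass as lists: skeletal muscle (2 of 27 higher in SZ, 2 in IDZ, adjusted p = 0.79), Schwann cell and nerve (3 of 14 higher in SZ, 0 in IDZ, adjusted p = 0.49), mast cell and lymphocyte (1 of 17 higher in SZ, 1 in IDZ, adjusted p = 0.79) and erythroid (0 of 14 higher in SZ, 0 in IDZ, adjusted p = 0.50), the last with 0 genes at an unadjusted p under 0.05 in limma. The muscle median lay toward SZ and its test toward IDZ.

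Between IDZ and RZ, of 25 matrix proteases and inhibitors, mostly metalloproteinases, 9 were higher in IDZ and none in RZ (10 and 0 adjusted over the list alone; camera, adjusted p = 1.1e-06, but adjusted p = 0.27 with an estimated correlation), among them Htra1 (1.63), A2m (1.12) and Mmp3 (1.12), of which A2m and Mmp3 did not pass against a 2-fold difference (treat), and Mmp3 fell below 2-fold without IDZ replicate 3 (0.97). Of 20 FGF and PTHrP genes, 6 were higher in IDZ, Etv1 (1.83) among them, and 1 in RZ (9 and 2 adjusted over the list alone; camera, adjusted p = 9.4e-05, but adjusted p = 0.10 with an estimated correlation). Of 24 hypertrophy genes, 2 were higher in IDZ and 7 in RZ (2 and 8 adjusted over the list alone; camera, adjusted p = 0.0023, but adjusted p = 0.23 with an estimated correlation). Of 19 superficial zone genes, 2 were higher in each zone (7 and 3 adjusted over the list alone; camera, adjusted p = 0.028, but adjusted p = 0.34 with an estimated correlation). Endothelial genes moved together toward IDZ (camera, adjusted p = 1.5e-04, but adjusted p = 0.32 with an estimated correlation), though none of 19 passed singly in limma (9 at an unadjusted p under 0.05), and erythroid genes toward RZ (camera, adjusted p = 0.021, but adjusted p = 0.66 with an estimated correlation) with none of 14 passing (0 unadjusted). In the axon guidance list Ntn1 and Cxcr4 (1.81) were higher in RZ and Nrp2 (1.65) in IDZ, and that list did not pass (adjusted p = 0.49).

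Cell cycle genes were higher in RZ than in IDZ as a list. Camera called them with the preset correlation only (adjusted p = 0.10 with an estimated one), and fry called them too (adjusted p = 8.1e-04). Proliferative zone tissue in the RZ dissection is a candidate explanation. Of the paper's proliferative zone markers, only those listed in Table 3 were tested (Gdf10, Olfml3 and Prelp). Their median RZ minus IDZ difference was 0.92, above the limit of 0.5. The table lists them because they were higher in SZ than IDZ on these same IDZ arrays. That choice favours low IDZ values, so the test cannot decide whether such tissue contributes. Being higher in SZ as well, these markers do not single out proliferative zone tissue. A biological difference between IDZ and RZ stays open, as it was not tested.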
